# Transcriptome analysis of a respiratory *Saccharomyces cerevisiae *strain suggests the expression of its phenotype is glucose insensitive and predominantly controlled by Hap4, Cat8 and Mig1

**DOI:** 10.1186/1471-2164-9-365

**Published:** 2008-07-31

**Authors:** Nicklas Bonander, Cecilia Ferndahl, Petter Mostad, Martin DB Wilks, Celia Chang, Louise Showe, Lena Gustafsson, Christer Larsson, Roslyn M Bill

## Abstract

**Background:**

We previously described the first respiratory *Saccharomyces cerevisiae *strain, KOY.TM6*P, by integrating the gene encoding a chimeric hexose transporter, Tm6*, into the genome of an *hxt *null yeast. Subsequently we transferred this respiratory phenotype in the presence of up to 50 g/L glucose to a yeast strain, V5 *hxt1-7*Δ, in which only *HXT1-7 *had been deleted. In this study, we compared the transcriptome of the resultant strain, V5.TM6*P, with that of its wild-type parent, V5, at different glucose concentrations.

**Results:**

cDNA array analyses revealed that alterations in gene expression that occur when transitioning from a respiro-fermentative (V5) to a respiratory (V5.TM6*P) strain, are very similar to those in cells undergoing a diauxic shift. We also undertook an analysis of transcription factor binding sites in our dataset by examining previously-published biological data for Hap4 (in complex with Hap2, 3, 5), Cat8 and Mig1, and used this in combination with verified binding consensus sequences to identify genes likely to be regulated by one or more of these. Of the induced genes in our dataset, 77% had binding sites for the Hap complex, with 72% having at least two. In addition, 13% were found to have a binding site for Cat8 and 21% had a binding site for Mig1. Unexpectedly, both the up- and down-regulation of many of the genes in our dataset had a clear glucose dependence in the parent V5 strain that was not present in V5.TM6*P. This indicates that the relief of glucose repression is already operable at much higher glucose concentrations than is widely accepted and suggests that glucose sensing might occur inside the cell.

**Conclusion:**

Our dataset gives a remarkably complete view of the involvement of genes in the TCA cycle, glyoxylate cycle and respiratory chain in the expression of the phenotype of V5.TM6*P. Furthermore, 88% of the transcriptional response of the induced genes in our dataset can be related to the potential activities of just three proteins: Hap4, Cat8 and Mig1. Overall, our data support genetic remodelling in V5.TM6*P consistent with a respiratory metabolism which is insensitive to external glucose concentrations.

## Background

We engineered the first respiratory *Saccharomyces cerevisiae *strain, KOY.TM6*P, by integrating the gene encoding a chimeric hexose transporter, Tm6*, into the genome of an *hxt *null yeast [1]. Subsequently we demonstrated the transferability of this respiratory phenotype to a yeast strain, V5 *hxt1-7*Δ, in which only *HXT1-7 *had been deleted [2]. The resulting V5.TM6*P strain produced only minor amounts of ethanol when cultured on external glucose concentrations as high as 5% [2]. Despite the fact that the glucose flux was reduced to 30% in the V5.TM6*P strain compared with that of its parental V5 strain, the V5.TM6*P strain produced biomass at a specific rate as high as 85% of that produced by the V5 wild-type strain, the yield itself increasing by 50% in the mutant compared to its parental strain.

Having performed this initial physiological characterization of the V5.TM6*P strain, we wanted to examine more thoroughly the basis of its respiratory phenotype by comparing its transcriptome with that of its wild-type parent strain, V5. This approach has been widely used to obtain a global picture of the cellular responses of yeast to a wide range of physiological changes, including those experienced at the diauxic shift [3-5]. Recently Ohlmeier and colleagues [6] demonstrated that major changes at the transcriptional level are not reflected at the protein level. Indeed, focusing on the mitochondrial proteome following a diauxic shift, they showed that the levels of only 18 out of 253 identified proteins had changed (17 increased, and 1 decreased). Among them were proteins involved in the tricarboxylic acid (TCA) cycle (Sdh1, Sdh2, and Sdh4) and the respiratory chain (Cox4, Cyb2, and Qcr7). This seeming disagreement with their observations of heterogeneous changes in the transcriptome (where more than 4,000 changes were recorded) is also consistent with our own prior data where we showed that the protein patterns obtained from a 2D-PAGE analysis of the two strains (grown under the same conditions used in this study) were not substantially different [2]. We did note, however, that the levels of the upper-part glycolytic intermediates and ATP did differ between the two strains, and that Cdc19 is present in lower amounts in V5.TM6*P. This discrepancy between proteome and transcriptome regulation has also been observed by others [7] and is also consistent with the fact that there is an acknowledged lack of relationship between the levels of glycolytic proteins and the glycolytic flux [8-10]. Nonetheless, researchers continue to depend on mRNA as an indicator of cellular state, which is a situation that will continue while methods for the global analysis of protein expression are improved [7].

In this respect, Brauer and colleagues [3-5] have used transcriptome analysis to examine adjustments and remodelling of the metabolism of glucose-limited yeast cultures. In that study, the authors constructed metabolic models consistent with their cDNA array data. In this work, the V5.TM6*P strain was therefore characterized at the transcriptome level in comparison with the parental V5 strain in order to obtain a more global understanding of any genetic remodelling underlying the physiological differences between them. Both strains were cultured in 50 g/L glucose with six samples being taken at defined points between 38 and 6 g/L glucose for cDNA array analysis in two independent fermentations for each strain. Consequently, we generated a highly redundant dataset (n = 12) where 922 genes were either induced or repressed when comparing V5 and V5.TM6*P under all glucose concentrations. Using *in vivo *studies together with documented binding specificities of three transcription factors known to have a role in the regulation of respiratory genes (the Hap complex, Cat8 and Mig1), it was possible to correlate the up-regulation of all but 18 of the 146 genes induced by a factor ≥2.0 with the presence of one or more of their binding sites. This means that 75% of the transcriptional response of the genes in our dataset could be related to the activities of just three transcription factors, which in turn would account for 88% of the response of the induced set. Finally, we made the unexpected observation that both the induction and repression of many of the genes in our dataset had a clear glucose dependence in the parent V5 strain that was not present in V5.TM6*P. This important result indicates that the relief of glucose repression in the wild-type is already operable at much higher glucose concentrations than is currently widely accepted and that the phenotype of the respiratory strain is glucose insensitive by comparison.

## Results

We compared the transcriptional profiles of the V5 and V5.TM6*P strains cultured in 50 g/L glucose, with samples extracted between 38 and 6 g/L residual glucose. 

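RNA was taken from V5 at 38.4, 35, 25.5, 24.4, 10.5 and 7.4 g/L residual glucose and from V5.TM6*P at 36.5, 34.8, 26.3, 25.1, 13.5 and 5.6 g/L, 6 RNA samples per strain. Complementary DNA of each RNA sample, labelled with radioactive phosphorus, was hybridized to 2 filter arrays, which gives 24 arrays. The paper states that the samples come from 2 fermentations per strain. The sample labels do not say which fermentation each sample belongs to, so the 6 samples of a strain are not 6 separate cultures, although every test treats them as independent. An array holds 9600 spots. The authors' table of processed values lists a part of them, PCR products of yeast ORFs that stand for 6330 probes, 1147 of them spotted as a pair. The scanner files give the median pixel intensity of each spot and of the background around it on a linear scale. According to the methods, the authors subtracted the background, set values less than 0.1 to 0.1, converted to a logarithmic scale, averaged the spots of an ORF, subtracted the median of each array, averaged repeated arrays and compared the strains with limma. These steps were applied here to the scanner files on the log2 scale, with the floor of 0.1 on scanner units, which is another input to the floor than the authors' table, so that a value of 0 is the median gene of an array. The authors' table was kept as an alternative source. Its scale differs from that of the scanner files by a factor that changes from spot to spot (median 10.6), and the floor of 0.1 replaced 5.04% of its values but 1.49% of those from the scanner. Fold changes are V5.TM6*P over V5 from limma on the 12 RNA samples, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all 6330 probes. The median net intensity of an array was between 11.4 and 22.9, over a median background between 12.1 and 31.5, and the number of arrays limits the precision. In data simulated with the spread of these samples, limma recovered 58.5% of genes changed 2-fold between the strains and 87.0% of those changed 4-fold. By the image names in the scanner files, both arrays of V5.TM6*P at 36.5 g/L and 1 array at 34.8 g/L come from another print lot. The sample titles give the same array code to all 24 arrays, so this lot rests on the image names alone. This batch holds samples of 1 strain only, so it gives no comparison of its own.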

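The scanner files and the authors' table identify spots by place and number and give no gene names, so the names used here rest on a match made after the data were seen. From the authors' table, each probe's factor change and base expression value were recomputed and compared with the columns of the additional files. Every gene of Additional file 3 (711) and Additional file 5 (130) matched 1 probe and only 1, at a distance of at most 5.18e-04 and 8.12e-04 on the natural log scale. Sorted by ORF name, 829 of these 841 probes follow the order in which the spots were printed, where at most 207 did in 1000 shuffles of the names. Additional file 2 rounds its values more coarsely, and 202 of its 209 genes were named by value together with their place in the print order, a place that a probe takes by chance in 3.24% of cases. Of the 209, 161 match a single probe by value, and the names of the others rest on the place as well. HXT4 and HXT6 were named by the factor that the legend of Additional file 1 gives and by their place. In all, 1045 probes have a gene name, and 5921 lie at a place in the print order that gives their chromosome. By this construction the factor of a named gene in the authors' table is the paper's own. The scanner values were not used for the match, but they come from the same arrays. Agreement of their direction with the paper's is therefore no independent check of the names or the factors. Genes that no probe could be matched to, among them HXT1, HXT5, MIG1, ADH7, RGS2 and CHA4, are not analysed here. The second letter of an ORF name gives the chromosome, with J for chromosome X. Genes on chromosome X had a median log2 fold change of -0.26, against -0.05 for all genes, and the genes on it that are named here are marked.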

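Of 6330 probes, limma called 772 changed between V5.TM6*P and V5, 430 of them higher and 342 lower in V5.TM6*P, and 1654 had an unadjusted p under 0.05. A change of at least 2-fold upward was called for 175 genes and a change to 0.5-fold or less for 72. Of the 175 genes, 164 were higher in V5.TM6*P at all 6 sampling points, and for 144 every V5.TM6*P sample lay above every V5 sample. Of the 72 genes, 68 were lower at all 6 points and 47 lay wholly below. Chance separates the samples in one given direction for 0.108% of genes. That rate holds for genes not selected on these samples, whereas the 175 and 72 were, so their separation is no added evidence. The counts moved most under normexp background correction with an offset of 50 and quantile normalization, with 1094 genes called, of which 39 were up at least 2-fold and 5 down to 0.5-fold or less. Additional file 2 holds 202 genes that could be named. Of the 155 it lists as higher, 141 were called higher, 127 of them at least 2-fold, and of the 47 it lists as lower, 34 were called lower, 31 of them to 0.5-fold or less. Of the 202 genes, 195 changed in the direction the paper gives, and the 7 others were not called. Since the genes were named by the paper's factors on the same arrays, this agreement was largely fixed in advance. The 10 largest fold changes upward among genes higher at every point belonged to STL1, SFC1, JEN1, CYB2, HXT13, ATO2, SUC2, DSF1, FBP1 and HXK1. Among genes lower at every point, the largest downward belonged to PDC5, an unnamed probe (-2.84 on the log2 scale, standard error 0.77, adjusted p = 0.0289, 3 V5.TM6*P arrays under the floor), HXT4, PDC1 and YGL157W.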

We identified 190 genes with adjusted p-values < 0.05 that changed their expression levels either up by a factor of ≥2.0 (146 genes) or down by a factor of ≤0.5 (44 genes) when comparing the two strains at all three sampling points. These genes are presented by functional category of their gene products in Additional file 1 and are discussed below. Additional file 2 provides the information in Excel format and also includes other relevant literature data. A further 636 genes changed their expression levels either up by a factor of <2.0 (317 genes) or down by a factor > 0.5 (319 genes) and are presented as part of Additional file 3. 

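Among the called genes, 270 were down to more than 0.5-fold, and those up but not at least 2-fold made up the rest of the 430 higher ones. All 711 genes that Additional file 3 lists could be named. Their fold changes here ran from 0.342 to 2.52, 702 of them in the direction listed, and 421 were called by limma, each in that direction: 216 of the 364 listed as higher and 205 of the 347 listed as lower. The direction is no independent check here either, since the names came from the listed factors. Additional file 5 lists 130 further genes. They come from the paper's computation without the 2 lowest glucose points of each strain. With those points left out here too, 80.8% of the 130 changed in the direction listed and 11 were called. Of the 772 genes called here, 596 are named in Additional files 2 or 3 and 163 have no name.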

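Of the ORFs named here, the additional files mark 72 as dubious. Limma called 41 of them changed, 20 higher and 21 lower in V5.TM6*P.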

The remaining 96 genes were either dubious, Ty-transposable elements, or were detected due to cross-hybridisation, as indicated in the legend to Additional file 1.

### The majority of genes that have an altered expression in V5.TM6*P compared with its parental strain also have an altered expression following diauxic shift

We compared our dataset with three sets of expression data for yeast undergoing a diauxic shift, where the samples had been taken at least 2 hours after the glucose is depleted [3-5]. Of the 190 genes in our dataset that changed their expression levels either up or down by a factor of 2 or more, 154 of these could be identified as changing in the same direction in at least one of these three datasets, with 124 having at least two matches. Only 8 genes (*ERG3*, *RPS27A*, *YHB1*, *TRX1*, *YER188w*, *YKL066w*, *YAR068w *and *Y0L150c*) had changes that were in the opposite direction in at least two of the datasets. This significant overlap between our data set and the data sets of the three previous studies is entirely consistent with the fact that there is a transition from a respiro-fermentative metabolism in V5 to a respiratory metabolism in V5.TM6*P.

### Glycolytic and gluconeogenic genes have substantially altered expression levels in V5.TM6*P

Four of the most strongly induced genes in Additional file 1 are the glycolytic genes, *HXK1 *(factor 9.0) and *GLK1 *(3.8), and the gluconeogenic genes, *PCK1 *(6.9) and *FBP1 *(5.3). Indeed, as shown in Figure 1, the induction in V5.TM6*P of several glycolytic and gluconeogenic genes could be consistent with these cells accommodating for a lack of glucose; the hypothesized mechanism behind the strain's reduced ethanol-producing, respiratory phenotype. 

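The array signal of HXK1 (YFR053C, a hexokinase gene), as log2 above the array median, was 3.54 ± 1.65 (SD, n = 6) in V5 and 6.45 ± 0.30 (SD, n = 6) in V5.TM6*P, 7.49 times higher (log2 fold change 2.90, standard error 0.62, adjusted p = 0.00921, limma with Benjamini-Hochberg adjustment). The V5 samples were taken at falling glucose, and the wide spread of their values goes with a rise of the signal along that fall. GLK1 (YCL040W, glucokinase) measured 1.13 ± 1.09 (SD, n = 6) in V5 and 3.10 ± 0.38 (SD, n = 6) in V5.TM6*P, a 3.92-fold difference (log2 fold change 1.97, standard error 0.43, adjusted p = 0.0107). For PCK1 (YKR097W), which encodes phosphoenolpyruvate carboxykinase, the values were -1.32 ± 0.69 and 1.09 ± 0.52 (SD, n = 6) in V5 and V5.TM6*P, 5.33-fold higher in the latter (log2 fold change 2.42, standard error 0.33, adjusted p = 6.36e-04). The V5 sample at 10.5 g/L lay apart at -2.69, below the -1.29 to -0.85 of the other V5 samples. FBP1 (YLR377C, fructose-1,6-bisphosphatase) went from -2.69 ± 1.49 to 0.34 ± 0.29 (SD, n = 6), 8.16-fold (log2 fold change 3.03, standard error 0.56, adjusted p = 0.00443), with 1 V5 array under the floor of 0.1. In each of the 4 genes every V5.TM6*P sample lay above every V5 sample. With normexp background correction and quantile normalization the log2 fold change was 0.37 for FBP1 and 0.56 for PCK1. All 4 genes stayed called in each alternative. From the induction of glycolytic and gluconeogenic genes, the paper proposes that the cells could be adapting to a lack of glucose. Such a lack is its hypothesized mechanism for the strain's low ethanol production.

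**Figure D1:**
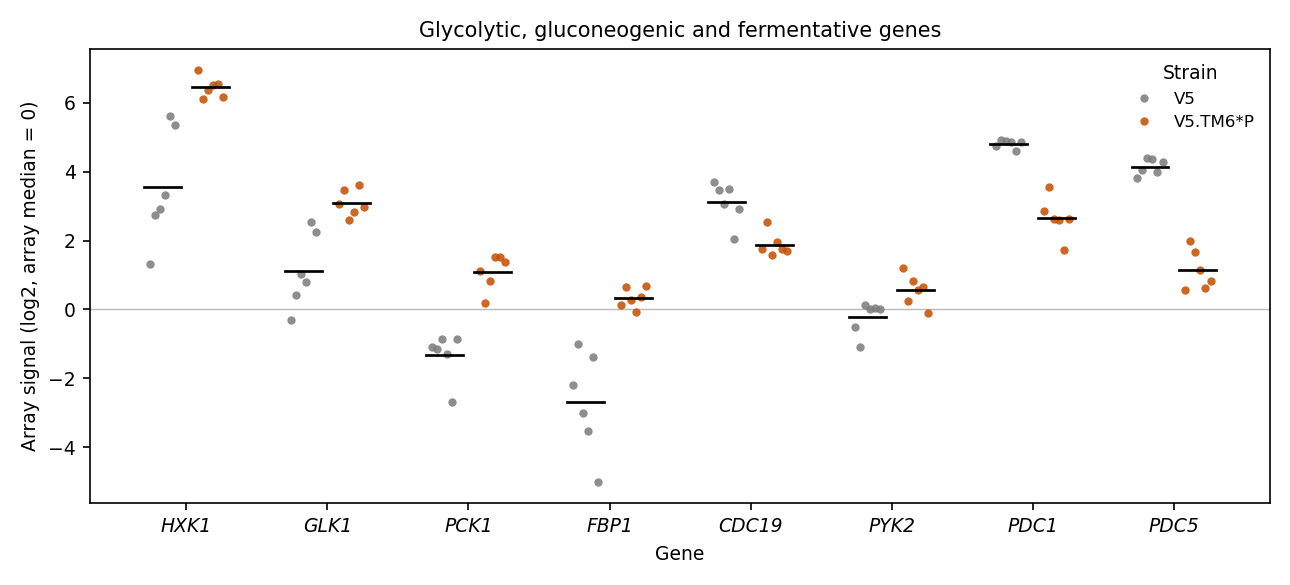
Array signal (log2, with the array median at 0) of 8 genes of glycolysis, gluconeogenesis and fermentation in the 12 RNA samples. Each point is 1 RNA sample, the mean of 2 arrays; bars are means of the 6 samples of a strain. HXK1, GLK1, PCK1 and FBP1 are higher and PDC1 and PDC5 lower in every V5.TM6*P sample than in any V5 sample, while CDC19, with a lower mean in V5.TM6*P, and PYK2 overlap between the strains.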

The final step in glycolysis which produces pyruvate, is catalyzed by pyruvate kinase. In V5.TM6*P the pyruvate kinase genes, *CDC19 *and *PYK2*, respond in an opposing manner: *CDC19 *is repressed by a factor of 0.4 (consistent with our earlier proteome analysis where Cdc19 is present in lower amounts in V5.TM6*P than V5) while *PYK2 *is induced and is relieved of its glucose-repressed state as a result of the low glucose flux in the respiratory strain. 

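CDC19 (YAL038W) fell from 3.12 ± 0.60 in V5 to 1.88 ± 0.35 in V5.TM6*P (SD, n = 6), 0.425 times the V5 value (log2 fold change -1.23, standard error 0.27, adjusted p = 0.0106), and was lower at all 6 sampling points. PYK2 (YOR347C) measured -0.23 ± 0.48 and 0.56 ± 0.46 (SD, n = 6) in the same order, 1.74-fold higher, and did not pass the threshold (log2 fold change 0.80, standard error 0.26, adjusted p = 0.0657), with 5 of 6 points higher. It passed when V5.TM6*P sample 6, at 5.6 g/L, was left out (log2 fold change 0.93, adjusted p = 0.0379), and with the authors' table (1.03, adjusted p = 1.10e-04). Over all alternatives its adjusted p was between 1.10e-04 and 0.187, and it also passed with the array median taken first, with normexp, with the spots marked empty set to missing, with a trend in the variance model and with all 24 arrays in the fit.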

Reduced ethanol production in V5.TM6*P compared to the parental strain is also consistent with the two most strongly repressed genes *PDC1 *(0.2) and *PDC5 *(0.2) encoding the main pyruvate decarboxylases.

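Signal for PDC1 (YLR044C) was 4.82 ± 0.11 (SD, n = 6) in V5 and 2.67 ± 0.58 (SD, n = 6) in V5.TM6*P, 0.225 times the V5 value (log2 fold change -2.15, standard error 0.23, adjusted p = 1.77e-04). PDC5 (YLR134W) had the lowest fold of all called genes, 0.124, from 4.15 ± 0.23 and 1.14 ± 0.58 (SD, n = 6) in V5 and V5.TM6*P (log2 fold change -3.01, standard error 0.25, adjusted p = 3.68e-05). The strains did not overlap in either gene. Among all called genes, 2 unnamed probes and HXT4, which is deleted in V5.TM6*P, lay between the folds of PDC5 and PDC1.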

**Figure 1:**
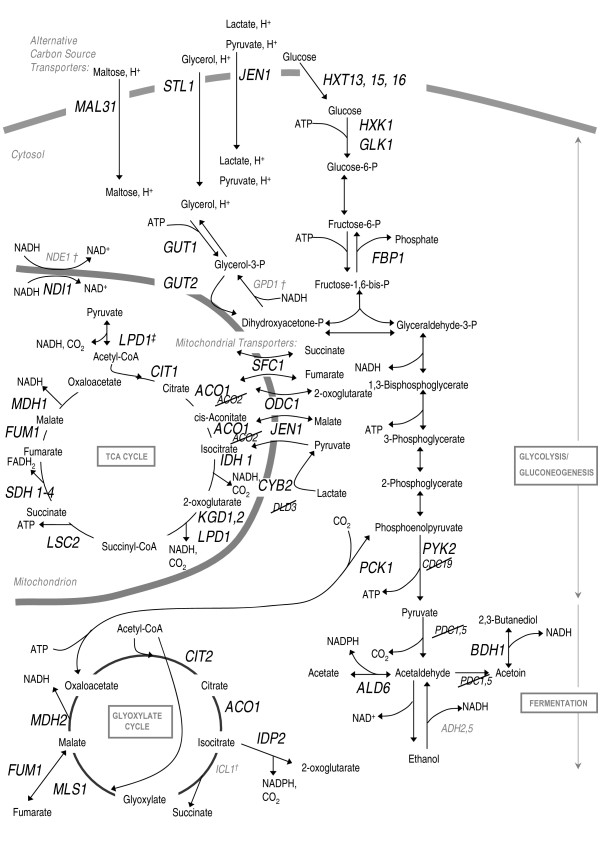
**An overview of our dataset in the context of key yeast metabolic pathways**. Genes with altered expression in V5.TM6*P compared with V5 are marked as follows: induced genes are denoted in large, bold font; down-regulated genes are crossed out. Genes that were previously found to be altered in studies of respiratory-state yeast [6], but which are not found in our dataset are denoted in small, grey text. The chimeric Tm6*p transporter, which comprises the amino-terminal half of Hxt1 and the carboxy-terminal half of Hxt7, is responsible for the respiratory phenotype of V5.TM6*P at high glucose concentrations and is present in the plasma membrane. The grey boundaries represent the plasma membrane (top) and the mitochondrial membrane (left). ^†^Note that *ICL*(1.5), *NDE1 *(1.8) and *GPD1 *(1.8) are induced in our study (see Additional file 3). ^‡ ^*LPD1 *is a component of pyruvate dehydrogenase.

### Alternative carbon source usage genes are induced in V5.TM6*P compared with V5, consistent with a reduced glucose flux

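The maltose permease gene MAL31 (YBR298C) rose from 1.55 ± 0.66 in V5 to 3.31 ± 0.50 in V5.TM6*P (SD, n = 6), 3.38-fold (log2 fold change 1.76, standard error 0.32, adjusted p = 0.00367). SUC2 (YIL162W, invertase) was 8.28-fold higher, at -0.68 ± 0.62 and 2.37 ± 0.32 (SD, n = 6) (log2 fold change 3.05, standard error 0.27, adjusted p = 4.69e-05). Rises were also found for GUT2 (YIL155C; 3.68-fold, log2 fold change 1.88, standard error 0.21, adjusted p = 2.31e-04), BDH1 (YAL060W; 3.00-fold, log2 fold change 1.59, standard error 0.15, adjusted p = 8.45e-05) and ALD6 (YPL061W; 2.46-fold, standard error 0.24 on the log2 scale, adjusted p = 0.00503). In ALD6 the V5.TM6*P sample at 13.5 g/L lay apart, at 2.96 where the others were between 3.70 and 4.12, and it is the sample that overlaps V5.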

An adaptation to enable growth on alternative carbon sources is seen in the induction of the plasma membrane transporter genes *MAL31 *and *STL1 *as well as the genes *SUC2*, *GUT1*, *GUT2*, *ALD6 *and *BDH1 *encoding proteins for the utilization of sucrose, glycerol, acetaldehyde and butanediol, respectively. 

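GUT1 (YHL032C, glycerol kinase) had values of 1.25 ± 0.42 (SD, n = 6) in V5 and 3.90 ± 0.24 (SD, n = 6) in V5.TM6*P, 6.26-fold higher in V5.TM6*P (log2 fold change 2.65, standard error 0.20, adjusted p = 2.60e-05). STL1 (YDR536W, a glycerol transporter) had the largest fold of all 6330 probes, 46.0, from -2.03 ± 1.66 and 3.49 ± 0.45 (SD, n = 6) (log2 fold change 5.52, standard error 0.63, adjusted p = 2.42e-04). Its mean V5 signal lies below the array median, and 1 V5 array was at the floor of 0.1, so the size of this fold depends on the floor: without one the fold was 30.8, and with the authors' table 21.7.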

*GUT1 *in particular is strongly induced by a factor of 6.2, and *STL1 *is the most strongly induced of all genes on the cDNA array (21.7), suggesting that V5.TM6* has undergone a substantial genetic adjustment compared to its parent. Furthermore, *CYB2 *(10.1) and *DLD3 *(0.5), whose gene products are involved in the conversion of lactate to pyruvate, and in the case of *CYB2 *feeding the released electrons into the electron transport chain, are oppositely regulated. 

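CYB2 (YML054C, the mitochondrial lactate dehydrogenase) was measured at 1.538 ± 0.83 (SD, n = 6) in V5 and 4.68 ± 0.55 (SD, n = 6) in V5.TM6*P, 8.82-fold higher (log2 fold change 3.14, standard error 0.37, adjusted p = 2.87e-04). DLD3 (YEL071W), a D-lactate dehydrogenase gene, had 0.420 times its V5 value (5.34 ± 0.29 and 4.09 ± 0.38 (SD, n = 6); log2 fold change -1.25, standard error 0.20, adjusted p = 0.00171). In both genes the 6 samples of one strain lay wholly to one side of the other.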

Biochemical data and sequence patterns for *YGL157w *(0.3) [11], *YAL061w *(2.9) and *DSF1 *(9.4, homologous to D-mannitol 2-dehydrogenase from *Rhodobacter sphaeroides) *suggest that these ORFs encode an oxidoreductase, a polyol dehydrogenase and a putative sugar dehydrogenase, respectively, which could be involved in channelling alternative carbon sources into the TCA cycle. 

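YGL157W measured 1.85 ± 0.74 (SD, n = 6) in V5 and -0.29 ± 0.68 (SD, n = 6) in V5.TM6*P, 0.227 times the V5 value (log2 fold change -2.14, standard error 0.38, adjusted p = 0.00340). YAL061W, which the additional files also name BDH2, was 3.80-fold higher (-2.15 ± 0.58 and -0.22 ± 0.33 (SD, n = 6); log2 fold change 1.93, standard error 0.26, adjusted p = 6.23e-04), with V5 values in the dim part of the arrays. DSF1 (YEL070W) was 8.20-fold higher (-0.83 ± 0.91 and 2.21 ± 0.40 (SD, n = 6); log2 fold change 3.04, standard error 0.38, adjusted p = 3.95e-04).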

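CRC1 (YOR100C, a mitochondrial carnitine transporter) was 2.47-fold higher in V5.TM6*P, at -1.16 ± 0.66 and 0.14 ± 0.34 (SD, n = 6) in V5 and V5.TM6*P (log2 fold change 1.31, standard error 0.29, adjusted p = 0.0107). CAT2 (YML042W, carnitine acetyltransferase) was 2.43-fold higher, at -1.40 ± 0.49 and -0.12 ± 0.51 (SD, n = 6) (log2 fold change 1.28, standard error 0.27, adjusted p = 0.00921). One V5.TM6*P sample, at 34.8 g/L, lay apart in CAT2 at -1.11, below the -0.20 to 0.21 of the others. Without the 2 lowest glucose points of each strain CAT2 was no longer called (log2 fold change 1.22, adjusted p = 0.100, the highest of its alternatives, with 0.00133 the lowest). In both genes the strains overlapped, with all 6 points higher.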

The carbon-deficient state of V5.TM6*P [1] could also be consistent with the induction of *CRC1 *and *CAT2 *whose gene products are involved in *β*-oxidation and carnitine-dependent transport of acetyl-CoA from peroxisomes to mitochondria as a way of using carbon from sources other than glucose [12]. The induction of *SFC1*, *JEN1*, *FBP1 *and *ATO2 *seen in our study has previously been reported to be a specific identifier of carbon-limited growth [13].

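SFC1 (YJR095W), which encodes the mitochondrial succinate-fumarate transporter, rose 20.9-fold, from -1.08 ± 0.45 to 3.31 ± 0.31 (SD, n = 6; log2 fold change 4.38, standard error 0.22, adjusted p = 4.46e-07), although it lies on chromosome X, where most genes were lower. JEN1 (YKL217W, the lactate permease) was 12.9-fold higher, with V5 samples between -4.42 and -0.70 and V5.TM6*P samples between 1.00 and 2.18 (log2 fold change 3.69, standard error 0.51, adjusted p = 7.19e-04). One array of the V5 sample at 35 g/L was at the floor for JEN1, at -7.65 beside -1.20 on its other array, which sets this sample apart and widens the V5 spread. ATO2 (YNR002C, a membrane protein involved in ammonia export) had -1.56 ± 0.96 and 1.51 ± 0.32 (SD, n = 6), 8.40-fold (log2 fold change 3.07, standard error 0.38, adjusted p = 4.04e-04). No V5.TM6*P sample fell below a V5 sample in any of the 3 genes.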

### All TCA- and glyoxylate cycle genes have increased expression in V5.TM6*P compared with V5

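Limma called each of these 12 genes of the TCA cycle higher in V5.TM6*P: CIT1, ACO1, IDH1, KGD1, KGD2, LSC2, SDH1, SDH2, SDH3, SDH4, FUM1 and MDH1. The largest fold was that of SDH4 (YDR178W, a succinate dehydrogenase subunit), 4.95, with values of 3.42 ± 0.69 and 5.72 ± 0.36 (SD, n = 6) in V5 and V5.TM6*P (log2 fold change 2.31, standard error 0.30, adjusted p = 5.30e-04). The smallest was that of KGD1 (YIL125W), 2.36, with -1.04 ± 0.31 and 0.20 ± 0.32 (SD, n = 6) (log2 fold change 1.24, standard error 0.19, adjusted p = 0.00138). FUM1 (YPL262W, fumarase), with the smallest standard error of the 12, went from 1.56 ± 0.23 to 3.46 ± 0.21 (log2 fold change 1.90, standard error 0.15, adjusted p = 2.60e-05). In 11 of these genes every V5.TM6*P sample lay above every V5 sample. The exception, IDH1 (YNL037C; 3.19-fold, log2 fold change 1.67, standard error 0.34, adjusted p = 0.00788), was higher at 5 of 6 points and fell short of the threshold without the 2 lowest glucose points of each strain (adjusted p = 0.0571, where its other alternatives went down to 5.90e-04).

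**Figure D2:**
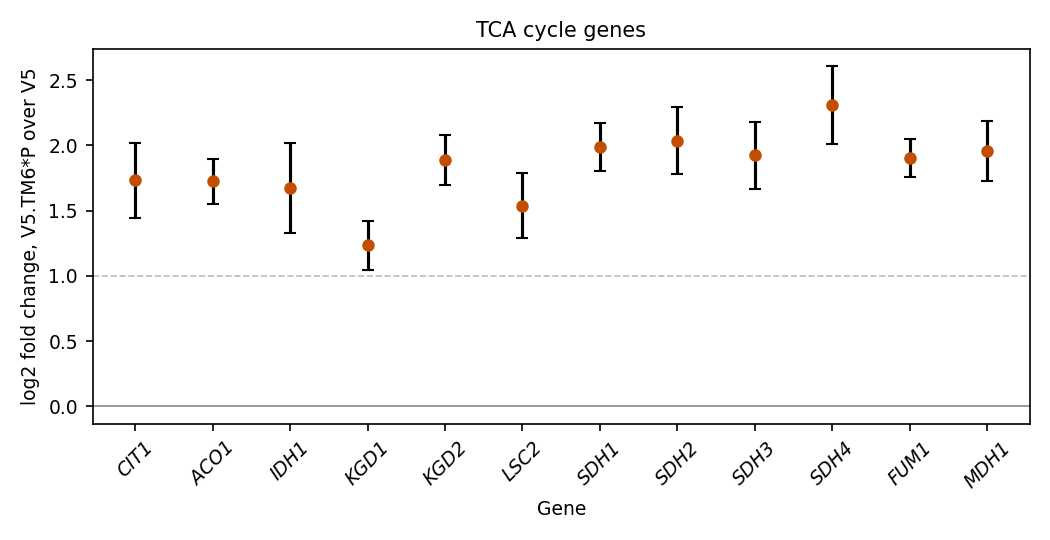
Log2 fold change (V5.TM6*P over V5) of 12 genes of the TCA cycle from limma, with bars for 1 standard error (6 RNA samples per strain) and a dashed line at 1. They lie between 1.24 and 2.31.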

The genes encoding the enzymes of the TCA cycle (*CIT1*, *ACO1, IDH1*, *KGD1*, *KGD2*, *LSC2*, *SDH1-4*, *FUM1*, *MDH1*) all have a significant (adjusted p-value < 0.05) increase in expression when comparing V5 and V5.TM6*P. In addition, the gene encoding an isoform of aconitase (*ACO2*) has its expression level reduced by a factor of 0.5. Fermentation is almost completely abolished in the V5.TM6*P strain, and we have previously shown that the TCA cycle has a higher carbon flux [2] to harness the electron flow into the respiratory chain and generate a proton gradient using F_0_F_1_-ATPase for ATP synthesis (several respiratory chain genes are induced, as discussed below). 

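The folds of the other genes were 3.32 for CIT1, 3.30 for ACO1, 3.70 for KGD2, 2.90 for LSC2, 3.96 for SDH1, 4.10 for SDH2, 3.79 for SDH3 and 3.88 for MDH1. Their standard errors on the log2 scale were between 0.17 and 0.29, and their adjusted p between 4.87e-05 and 0.00216.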

Interestingly, all genes of the TCA-cycle are induced by greater than a factor of 3.5 except for *CIT1*/*CIT2 *and *KGD1*/*KGD2 *where the factor change is 2.2 – 3.5 for each gene of the pair, presumably yielding the same overall transcriptional response. Consistent with this, Ohlmeier and colleagues have shown that Sdh1, 2 and 4 all have increased expression after a diauxic shift [6].

The glyoxylate cycle is anabolic, yielding gluconeogenic precursors, and all its genes (*CIT2*, *ACO1, ICL1 *(induced by a factor of 1.5; Additional file 3), *MLS1 *and *MDH2*) are induced in V5.TM6*P compared with V5 (Additional file 1, Fig. 1). This could be consistent with the correspondingly increased biomass yield of the V5.TM6*P strain (Table 1). 

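CIT2 (YCR005C) was 1.99-fold higher, at 2.74 ± 0.35 (SD, n = 6) in V5 and 3.73 ± 0.38 (SD, n = 6) in V5.TM6*P (log2 fold change 0.99, standard error 0.21, adjusted p = 0.00921). MLS1 (YNL117W, malate synthase) rose 3.25-fold (-0.08 ± 0.49 and 1.62 ± 0.30 (SD, n = 6); log2 fold change 1.70, standard error 0.23, adjusted p = 6.23e-04) and MDH2 (YOL126C) 3.71-fold (-0.83 ± 0.13 and 1.06 ± 0.37 (SD, n = 6); log2 fold change 1.89, standard error 0.17, adjusted p = 4.69e-05). ICL1 (YER065C, isocitrate lyase) was higher at all 6 points but by 1.25-fold only (1.38 ± 0.34 and 1.69 ± 0.27 (SD, n = 6)), and limma did not call it (log2 fold change 0.32, standard error 0.18, adjusted p = 0.312). With the authors' table it was called (log2 fold change 0.56, adjusted p = 0.0287, the lowest of its alternatives, the highest being 0.483).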

We note that V5.TM6*P has a lower biomass yield than expected from a totally respiratory phenotype. In chemostat culture under aerobic, fully respiratory conditions, a yield of 0.5 g/g is typical at low dilution rates, whereas the observed low yield in V5.TM6*P has already been published using a range of sugars and concentrations [2]. Furthermore, numerous experiments on KOY.TM6*P, our original respiratory strain based on CEN.PK2-1C, [1] have yielded identical results. These observations are in agreement with our findings in Table 1 of 0.32 g/g in V5.TM6*P and 0.21 g/g in V5 from batch cultures.

**Table 1:** Growth characteristics of V5 and V5.TM6*P at 30°C starting at 50 g/L glucose.

	**V5**	V5.TM6*P
**Generation time during glucose growth (h)**	3.7 (0.2; n = 2)	4.5 (0.3; n = 4)
**Biomass yield (g/g)**	0.21 (0.02 ; n = 2)	0.32 (0.01; n = 4)
**Glucose consumption (mmolg dry weight)^-1^h^-1^**	9.00 (0.70; n = 2)	2.70 (0.20; n = 4)
**Ethanol yield (g/g)**	0.33 (0.01; n = 2)	0.05 (0.01; n = 4)
**Glycerol yield (g/g)**	0.04 (0; n = 2)	0

Yields were calculated as g product (dry weight, ethanol or glucose, respectively)/g of glucose consumed/catabolised for V5 and V5.TM6*P, cultured as described in 'Materials and Methods'. The numbers in parentheses are the standard error of the mean, together with the number of replicates (n) for each experiment. The seemingly low biomass yield for V5 was measured after consumption of all glucose. Yield increases as all ethanol and glycerol are consumed during subsequent respiratory growth.

### Genes encoding respiratory chain enzymes are induced in V5.TM6*P compared with V5

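Of the 32 genes that Additional file 1 places in the respiratory chain, 30 could be named. All 30 were higher in V5.TM6*P and called by limma, 27 of them at least 2-fold. Their folds ran from 1.61 to 4.06 with a median of 2.33, and 26 lay between 2 and 4.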

33 key genes encoding mitochondrial enzymes involved in respiration – as well as F_0_F_1_-ATPase and its chaperones – are all induced by a factor of 2 – 4 in V5.TM6*P (Additional file 1). The gene encoding Ndi1 (Fig. 2), which transfers electrons from NADH to ubiquinone (Q in Fig. 2) is induced the most (by a factor of 4.1), while all other components of the respiratory chain are induced by a factor of 2 – 2.5. 

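NDI1 (YML120C) had the largest fold of the named respiratory chain genes, 4.06, with 0.89 ± 0.37 (SD, n = 6) in V5 and 2.91 ± 0.54 (SD, n = 6) in V5.TM6*P (log2 fold change 2.02, standard error 0.26, adjusted p = 4.74e-04). Of the 29 others, 20 lay between 2 and 2.5, 6 above and 3 below.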

Genes encoding heme synthesis and incorporation (*HEM2*, *CYT2*), complex assembly (*MBA1*) and heme degradation (*HMX1*) are also induced by a factor of 2 – 2.5. 

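Folds and limma statistics were 2.25 for HEM2 (YGL040C; log2 fold change 1.17, standard error 0.20, adjusted p = 0.00310), 2.10 for CYT2 (YKL087C; log2 fold change 1.07, standard error 0.19, adjusted p = 0.00362), 2.33 for MBA1 (YBR185C; log2 fold change 1.22, standard error 0.17, adjusted p = 8.10e-04) and 2.19 for HMX1 (YLR205C; log2 fold change 1.13, standard error 0.20, adjusted p = 0.00323). The 2 strains did not overlap in any of the 4 genes.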

Cytochrome c oxidase also has different chaperones that are induced to form an active structure by proteolysis (*COX20*), as well as delivery of copper (*COX17*). 

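COX20 (YDR231C) measured 0.60 ± 0.30 (SD, n = 6) in V5 and 1.82 ± 0.19 (SD, n = 6) in V5.TM6*P, 2.33-fold higher (log2 fold change 1.22, standard error 0.16, adjusted p = 5.53e-04). COX17 (YLL009C), the copper chaperone gene, had 2.38 ± 0.30 and 3.85 ± 0.21 (SD, n = 6), 2.77-fold (log2 fold change 1.47, standard error 0.16, adjusted p = 1.96e-04).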

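AHP1 (YLR109W) fell from 4.34 ± 0.26 in V5 to 2.69 ± 0.50 in V5.TM6*P (SD, n = 6), 0.318 times the V5 value (log2 fold change -1.65, standard error 0.23, adjusted p = 6.95e-04). TRX2 (YGR209C) had 0.518 times its V5 value (2.86 ± 0.15 and 1.92 ± 0.28 (SD, n = 6); log2 fold change -0.95, standard error 0.15, adjusted p = 0.00171). A single sample lay apart in TRX2 in each strain: V5 at 38.4 g/L was high, at 3.16, and V5.TM6*P at 5.6 g/L was low, at 1.39.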

In spite of the higher respiratory rate in V5.TM6*P, several genes involved in detoxification of oxygen radicals are repressed, *e.g. *genes encoding peroxiredoxin (*AHP1*) and thioredoxin (*TRX2*) are repressed by a factor of 0.4 – 0.5. Conversely, the capacity for nitrous oxide detoxification is increased by the induction of *YHB1 *by a factor of 2.4. It is possible that the respiratory phenotype of V5.TM6*P could induce a higher level of oxygen radical formation inside its mitochondria and thus oxidation of guanine could occur on the mitochondrial DNA. Such detrimental effects could be counteracted, *via *the observed induction of *OGG1 *by a factor of 2.2.

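YHB1 (YGR234W), a flavohemoglobin gene, was 2.24-fold higher (4.55 ± 0.18 and 5.71 ± 0.18 (SD, n = 6) in V5 and V5.TM6*P; log2 fold change 1.16, standard error 0.13, adjusted p = 2.31e-04).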

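OGG1 (YML060W), whose product removes oxidized guanine, had -0.39 ± 0.27 (SD, n = 6) in V5 and 0.73 ± 0.29 (SD, n = 6) in V5.TM6*P, 2.16-fold (log2 fold change 1.11, standard error 0.17, adjusted p = 0.00154).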

**Figure 2:**
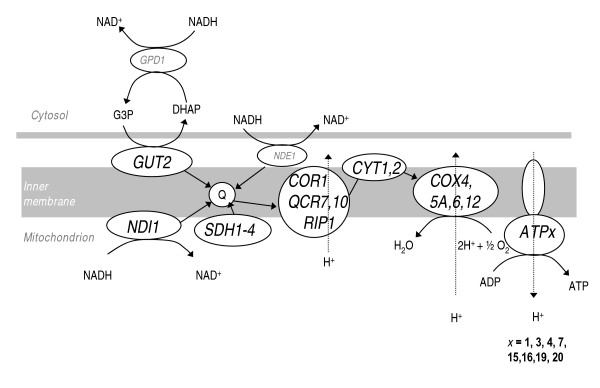
**An overview of our dataset in the context of the respiratory chain in yeast**. Genes with altered expression in V5.TM6*P compared with V5 are marked as follows: genes induced by a factor ≥2.0 are denoted in large, bold font; genes induced by a factor <2.0 are denoted in smaller, grey font.

### Changes of expression in genes encoding mitochondrial and plasma membrane transporters are consistent with a respiratory phenotype in V5.TM6*P

The genes encoding the hexose transporters, Hxt1 to Hxt7, have very high sequence identities [14] and thus cross reactivity between them is expected on the array. This explains the observed signal for *HXT1, 4 *and *6*, which have been deleted in V5.TM6*P. *HXT13*, *HXT15 *and *HXT16 *are known to be repressed by high levels of glucose and are consequently induced as expected in V5.TM6*P. A carbon source deficiency triggers an up-regulation of genes encoding plasma membrane proteins responsible for the import of alternative carbon sources, as already noted: *STL1 *(21.7; glycerol); *JEN1 *(10.2; lactate), *PUT4 *(5.8; proline – the main nitrogen source in grape juice) and *MAL31 *(3.1; maltose). 

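HXT2, HXT3, HXT4, HXT6 and HXT7 are deleted in V5.TM6*P, and their probes gave signal there nonetheless. In the 6 V5.TM6*P samples the probe of HXT3 (YDR345C) read between 5.32 and 5.85 on the log2 scale, against 6.03 to 6.53 in V5. That of HXT7 (YDR342C), part of which the TM6* chimera carries, read 7.85 to 8.21 against 6.35 to 8.13, and that of HXT6 (YDR343C) 2.92 to 3.83 against 1.95 to 3.22. The probe of HXT2 (YMR011W) read -2.22 to -0.65 against -0.47 to 0.71, and that of HXT4 (YHR092C) -1.29 to 0.02 against 1.29 to 2.05. A signal from these probes in V5.TM6*P cannot come from the deleted gene itself, apart from the part of HXT7 in the chimera, so their folds are those of whatever the probe takes up. They were 0.389 for HXT2 (adjusted p = 0.00512), 0.575 for HXT3 (0.00310), 0.221 for HXT4 (1.44e-04), 2.02 for HXT6 (0.0149) and 1.89 for HXT7 (0.0367). With the sampling point as a block the call was lost for HXT6 (adjusted p = 0.0636) and HXT7 (adjusted p = 0.0985). With the print lot as a block, an alternative added after the data were seen, it was lost for HXT6 (log2 fold change 0.88, adjusted p = 0.0555) and HXT7 (0.86, adjusted p = 0.101). The call for HXT7 was also lost when the 3 arrays of the other print lot were left out (adjusted p = 0.0826), and when any 1 of V5 samples 1 to 4 or any 1 of the V5.TM6*P samples was left out (adjusted p between 0.0543 and 0.0803). HXT13 (YEL069C) was 8.54-fold higher in V5.TM6*P (-2.32 ± 1.68 and 0.77 ± 0.47 (SD, n = 6); log2 fold change 3.10, standard error 0.64, adjusted p = 0.00836), with its V5.TM6*P sample at 13.5 g/L apart at -0.17. HXT15 (YDL245C) rose 5.56-fold (-2.44 ± 1.16 and 0.03 ± 0.30 (SD, n = 6); log2 fold change 2.47, standard error 0.45, adjusted p = 0.00373), with 1 V5 array at the floor of 0.1. HXT16 (YJR158W), on chromosome X, was dim in both strains and not called (-3.06 ± 1.31 and -1.09 ± 1.22 (SD, n = 6); 3.90-fold, log2 fold change 1.96, standard error 0.66, adjusted p = 0.0735). Of its arrays, 2 of V5 and 1 of V5.TM6*P, at 26.3 g/L, were at the floor of 0.1. Without that sample it was called (log2 fold change 2.45, adjusted p = 0.0157), as it was without the V5 sample at 10.5 g/L (2.29, adjusted p = 0.0405) and with the authors' table (1.80, adjusted p = 0.00292). Over all alternatives its adjusted p was between 0.00286 and 0.164. PUT4 (YOR348C) was 6.48-fold higher (-1.11 ± 0.47 and 1.59 ± 0.40 (SD, n = 6); log2 fold change 2.69, standard error 0.24, adjusted p = 4.69e-05).

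**Figure D3:**
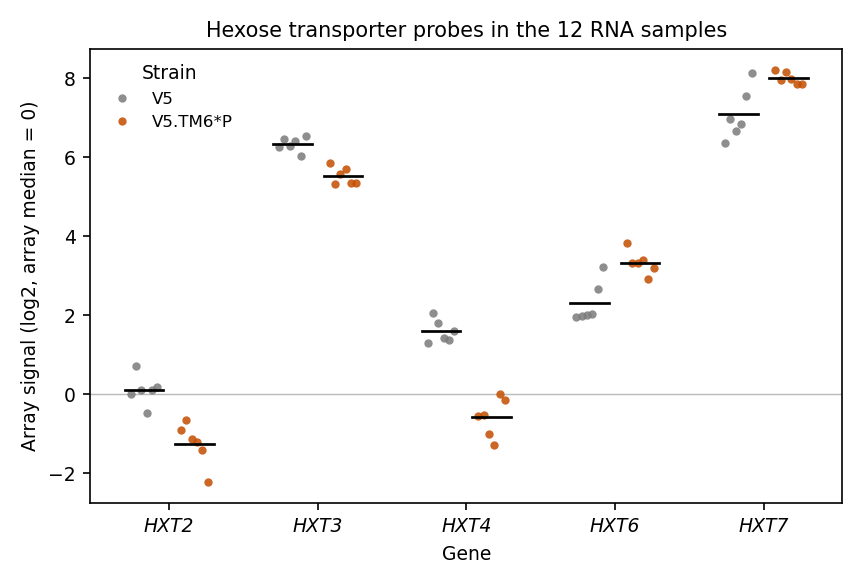
Array signal (log2, with the array median at 0) of 5 hexose transporter probes in the 12 RNA samples. Each point is 1 RNA sample, the mean of 2 arrays; bars are means of 6 samples. The 5 genes are deleted in V5.TM6*P, where the probes of HXT3 and HXT7 still read at least 5.32.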

A gene associated with nutrient deficiency in yeast [15], *YGP1*, is induced by a factor of 2.6, again supporting the notion that V5.TM6*P has undergone a genetic adjustment compared to its parent.

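YGP1 (YNL160W) was higher at all 6 points, at -1.21 ± 0.61 (SD, n = 6) in V5 and 0.63 ± 0.68 (SD, n = 6) in V5.TM6*P, 3.57-fold (log2 fold change 1.84, standard error 0.35, adjusted p = 0.00499), with some overlap between the strains.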

It seems that V5.TM6*P also has an altered requirement for metal ions in that genes encoding three metal ion channels have altered expression: *CTR3 *(copper transport) is induced by a factor of 3.0, while *ZRT1 *(zinc transport) and *ENB1 *(iron transport) are repressed by a factor of 0.4 – 0.5. It is likely that copper import is increased so that copper can be transferred to cytochrome c oxidase, which is the main copper-requiring enzyme in Additional file 1, with 3 copper ions per complex and a copy number of 5,000–12,000 per cell. 

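CTR3 (YLR411W) rose 2.86-fold (1.35 ± 0.55 and 2.87 ± 0.24 (SD, n = 6) in V5 and V5.TM6*P; log2 fold change 1.52, standard error 0.24, adjusted p = 0.00161). ZRT1 (YGL255W) had 0.425 times its V5 value (3.41 ± 0.48 and 2.18 ± 0.36 (SD, n = 6); log2 fold change -1.23, standard error 0.24, adjusted p = 0.00578) and ENB1 (YOL158C) 0.337 times (0.52 ± 0.36 and -1.05 ± 0.48 (SD, n = 6); log2 fold change -1.57, standard error 0.24, adjusted p = 0.00138).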

There are only 45 genes in Additional file 1 with greater than 5,000 copies per cell and none of these has copper as a prosthetic group except cytochrome c oxidase.

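BAP3 (YDR046C) had 0.311 times its V5 value in V5.TM6*P, at 0.14 ± 0.63 and -1.54 ± 0.55 (SD, n = 6) (log2 fold change -1.69, standard error 0.32, adjusted p = 0.00499), and was not called without the 2 lowest glucose points of each strain (log2 fold change -1.47, adjusted p = 0.0607, with 1.84e-04 the lowest of its alternatives). GNP1 (YDR508C) fell from 0.52 ± 0.31 to -0.81 ± 0.48 (SD, n = 6), 0.399 times (log2 fold change -1.32, standard error 0.23, adjusted p = 0.00280). Both were lower at all 6 points.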

The amino acid uptake systems encoded by *BAP3 *and *GNP1 *are repressed while the proline permease encoded by *PUT4 *is induced. *PUT4 *has a carbon source responsive element (CSRE) [16] that is expected to be induced at the low glucose flux experienced in the V5.TM6*P strain, while *BAP3 *and *GNP1 *are regulated by a sensor of extracellular amino acid concentration, where Ssy5 [17] is a vital component. It is likely that in V5.TM6*P the repression of *BAP3 *and *GNP1 *is a result of the repression (by a factor 0.65; Additional file 3) of *SSY5 *seen on the cDNA array. 

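SSY5 (YJL156C) measured 0.93 ± 0.33 (SD, n = 6) in V5 and 0.19 ± 0.25 (SD, n = 6) in V5.TM6*P, 0.596 times the V5 value (log2 fold change -0.75, standard error 0.18, adjusted p = 0.0168), lower at all 6 points with some overlap between the strains. It lies on chromosome X, whose genes as a group were lower, and it was not called without the 2 lowest glucose points of each strain (log2 fold change -0.84, adjusted p = 0.0522, with 0.00359 the lowest of its alternatives).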

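The ammonium permease gene MEP1 (YGR121C) was 1.85-fold higher in V5.TM6*P, at 1.18 ± 0.48 and 2.07 ± 0.48 (SD, n = 6) in V5 and V5.TM6*P, and close to the threshold (log2 fold change 0.89, standard error 0.26, adjusted p = 0.0457). It was higher at 5 of 6 points. The call was lost when any 1 of V5 samples 2 to 6 or of V5.TM6*P samples 1 and 3 to 6 was left out (adjusted p between 0.0676 and 0.0928), with glucose as a covariate (adjusted p = 0.0529), with the sampling point as a block (adjusted p = 0.119) and with the print lot as a block (adjusted p = 0.0550), and without the 2 lowest glucose points of each strain the log2 fold change was 0.54 (adjusted p = 0.306). The lowest adjusted p of its alternatives was 0.00356.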

Interestingly, induction of genes encoding the ammonia transport system in the V5.TM6*P strain (*ATO2*, *MEP1*) could suggest that the strain is experiencing general nutrient limitation. It has previously been reported for example that the induction of another *MEP *family member, *MEP2*, is associated with nitrogen limitation [13].

### 88% of genes induced in V5.TM6*P compared to its parent have transcription factor binding sites for one or more of the Hap complex, Cat8 or Mig1

Genome-wide studies have yielded a wealth of information on which promoters are bound by different transcription factors [18]. In order to rationalise these resources, we began by looking for biologically-verified data on transcription factors that might control the repression of the subset of 44 genes of Additional file 1. Since only limited information was publicly available, we did not pursue this part of the dataset further. In contrast, for the 146 induced genes in Additional file 1, our observation of the similarity between the transcriptional changes in the V5 to V5.TM6*P transition and those in the transition from glucose to ethanol growth lead us to analyse the roles of Hap4, Cat8 and Mig1 which have been previously been verified to be crucial to the expression of genes in the diauxic shift [16,19,20]: Hap4 (in complex with Hap2, 3 and 5) [19] and Cat8 (optionally in complex with Sip4 and Adr1) [21] are transcriptional activators, whereas Mig1 (optionally with Mig2/3) is a transcriptional repressor that works in concert with Tup1-Cyc8 [22].

The Hap complex is comprised of proteins Hap2, 3, 4 and 5, and has separate subunits for DNA binding and transcriptional activation. DNA binding is mediated by Hap2, 3 and 5 [23] while Hap4 functions as an activation domain. The expression of *HAP4 *is repressed by glucose and is responsible for regulation of Hap complex target genes. We began by scrutinising data for a *HAP4 *over-expression strain, in which 246 genes had their expression affected by at least a factor of 2 [19], which is 5.3% of the genome. 56 of these genes were found in our dataset and are listed in Table 2. Only three of these (*GLK1*, *CTR3 *and *ZRT1*) are down-regulated in the *HAP4 *over-expression strain, whereas *GLK1 *and *CTR3 *are induced in the V5.TM6*P strain. Interestingly, a typical Hap complex binding site was not seen in the 500 nucleotide region upstream of the *GLK1, CTR3 *and *ZRT1 *start codon (where the first A in ATG is position 1) while all other genes in Table 2 except *AGX1*, *MNP1 *and *YNK1 *were found to have at least one Hap complex binding site. These Hap complex-binding-site-containing genes comprise a significant subset (26% of our dataset of 190 genes in Additional file 1) with a verified biological dependence on Hap4 activation. Clearly, then, Hap4 has a statistically-significant role to play in the metabolism of V5.TM6*P as there is an association between Hap4 dependence and our dataset (χ^2 ^= 182.75, degrees of freedom = 1, p = 0.00).

**Table 2:** Biologically-verified data on transcription factors that act on genes also found in Additional file 1: transcript dependence on *HAP4 *over-expression.

**ORF**	**GENE**	FACTOR CHANGE IN GENE EXPRESSION FROM V5 TO V5.TM6*P	**FACTOR CHANGE IN GENE EXPRESSION FROM WT TO A *HAP4 *OVER-EXPRESSION STRAIN **[19]
**Glycolysis**			

*YCL040W*	*GLK1*	3.8	0.4

**Alternative carbon source utilization**			

*YML054C*	*CYB2*	10.1	5.0

**TCA cycle**			

*YIL125W*	*KGD1*	2.2	2.2
*YDR148C*	*KGD2*	3.5	4.4
*YFL018C*	*LPD1*	2.0	2.2
*YKL085W*	*MDH1*	3.6	2.2
*YKL148C*	*SDH1*	4.6	4.7
*YLL041C*	*SDH2*	4.1	3.9
*YKL141W*	*SDH3*	3.7	2.3
*YDR178W*	*SDH4*	5.3	3.2

**Glyoxylate cycle**			

*YIR029W*	*DAL2*	3.0	3.0

**Respiratory chain**			

*YPL078C*	*ATP4*	2.1	2.0
*YKL016C*	*ATP7*	2.3	2.4
*YPR020W*	*ATP20*	2.5	3.4
*YGR174C*	*CBP4*	2.8	2.1
*YBL045C*	*COR1*	2.0	2.0
*YGL187C*	*COX4*	2.0	2.3
*YNL052W*	*COX5A*	2.0	2.1
*YHR051W*	*COX6*	2.1	2.2
*YLL009C*	*COX17*	2.8	4.7
*YOR065W*	*CYT1*	2.5	2.3
*YKL087C*	*CYT2*	2.2	2.8
*YIL098C*	*FMC1*	2.5	2.3
*YDL181W*	*INH1*	2.2	5.5
*YBR185C*	*MBA1*	2.3	2.3
*YML120C*	*NDI1*	4.1	4.4
*YEL024W*	*RIP1*	2.3	2.4
*YPR151C*	*SUE1*	2.2	3.0

**Plasma membrane transport**			

*YLL052C*	*AQY2*	3.0	3.0
*YLR411W*	*CTR3*	3.0	0.5
*YGL255W*	*ZRT1*	0.5	0.1

**Mitochondrial transport**			

*YNR002C*	*ATO2*	3.8	3.8
*YKL217W*	*JEN1*	10.3	2.9
*YPL134C*	*ODC1*	6.3	3.3

**Transcriptional regulation**			

*YOL071W*	*EMI5*	2.1	2.9
*YNL333W*	*SNZ2*	3.0	6.4

**Fatty acid metabolism**			

*YKL150W*	*MCR1*	3.1	2.8

**Biosynthesis**			

*YFL030W*	*AGX1*	3.6	7.8

**Ribosomal proteins in the mitochondria or cytosol**			

*YDR296W*	*MHR1*	2.0	2.5
*YGL068W*	*MNP1*	2.1	2.4
*YDR116C*	*MRPL1*	2.6	3.5
*YKL138C*	*MRPL31*	2.2	2.8
*YGR165W*	*MRPS35*	2.0	2.7
*YHR038W*	*RRF1 (FIL1)*	2.2	4.8
*YDR041W*	*RSM10*	2.1	2.4
*YDR175C*	*RSM24*	2.4	2.9
*YFR049W*	*YMR31*	2.5	2.6

**Other**			

*YBR262C*	*AIM5*	2.3	2.1
*YFR011C*	*AIM13*	2.1	3.4
*YLR168C*	*AIM30*	2.6	3.3
*YML087C*	*AIM33*	4.2	11.6
*YBR230C*	*OM14*	3.3	2.4
*YDL104C*	*QRI7*	2.1	2.7
*YOR187W*	*TUF1*	2.3	2.4
*YKL067W*	*YNK1*	3.1	2.1

**Not characterized**			

*YGR110W*	N/A	2.3	2.0

Genes were tabulated and sorted according to their roles in yeast cellular physiology, as described in the legend for Additional file 1. Note that the seven hexose transporter genes, *HXT1*-*7*, are deleted in the V5.TM6*P with the amino-terminal half of *HXT1 *and the carboxy-terminal half of *HXT7 *reincorporated as the TM6* chimera. In the 'Factor Change' column, change is expressed as a factor, where that factor is x when a gene expressed with intensity '1' in V5 is expressed with intensity 'x' in V5.TM6*P. All T-tests were jointly adjusted for multiple testing using the false discovery rate method (disregarding correlations between genes): p-values were adjusted so that when selecting all genes with p-values less than a threshold q, a proportion of q false positives would be expected amongst these genes. The genes shown have p-values < 0.05, and thus the expected false discovery rate is 5%. The factor in the final column is taken from Lascaris *et al *[19]. ^†^Note that due to overall high homology within the hexose transporter family, changes were still observed on the cDNA array for *HXT4 *(*YHR092C*) even though it is deleted as already mentioned.

Since six of the genes from the *HAP4 *over-expression study did not contain Hap complex binding sites, we did a further *in silico *analysis of the induced genes of Additional file 1. We noted that the genes of Table 2, contained motifs that could be sub-divided into 2 distinct families: **CCAAT**G (which we denoted as a Hap4_1 site) and (G/**C)CAA**(G/**T**)CAA (a Hap4_2 site). The bold sequences are the conserved sequences previously identified in the *HAP4 *over-expression strain study [19]. The genes of Additional file 1 were then examined 500 nucleotides upstream and 200 nucleotides downstream from the start codon using WebMOTIF [24] for these two biologically-relevant sites since it has been previously demonstrated that Hap complex binding sites are statistically over-represented up to 400 nucleotides upstream from the start codon [19]: we found that 112/146 (77%) induced genes and 127/190 (67%) of the complete dataset in Additional file 1 had one or more Hap complex binding site (Additional files 1 and 4). Our analysis included presumed binding sites such as CAAATC and CCAAAC which arose from the biologically-verified data on transcription factors (Table 2). For example, *AQY2 *is identified as Hap complex-dependent, and has two CCAAAC sites, but no CCAATNA sites. There are only two other genes that do not contain CCAATNA sites in Table 2, namely *CRC1 *and *ALD6*. In addition it was notable that Hap complex consensus sequences are predominantly found upstream of mitochondrial genes with 84/127 (66%) of such genes having at least a partial mitochondrial location. Furthermore, of the induced genes with a known cellular location and at least two Hap complex binding sites, 69/80 (86%) are localized to the mitochondria. It appears, then, that Hap4 activation is preferentially directed at mitochondrially-related functions especially within the TCA-cycle and respiratory chain, but cytosolic support via the glyoxylate cycle is also potentially regulated by Hap4 activation (Additional file 1). It was further noted that multiple Hap complex binding sites are associated with induction (Fig. 3A). A Fisher's exact test showed that there was a statistically-significant association between the change in gene expression and the number of Hap complex binding sites in the gene (p = 0.00). This supported the fact that genes with two or more Hap complex binding sites are likely to be induced, whereas those with one site may be either induced or repressed.

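With the fold changes computed here and the Hap complex sites as Additional file 4 lists them, 95 genes with 2 or more sites were higher in V5.TM6*P and 7 lower (93.1% higher), against 15 higher and 7 lower with 1 site (68.2% higher). The odds ratio was 6.33 (Fisher's exact test, two-sided, p = 0.00333). Of the alternatives set before the data were examined, taking the direction from the paper moved it most, to 11.1 (p = 9.11e-05). For genes without a Cat8 or Mig1 site it was 8.33 (p = 0.00148). The genes were chosen by the study on these samples and are not independent replicates. The paper also drew its site motifs from genes of its dataset that respond to HAP4 over-expression, nearly all of them induced. The site counts are therefore not independent of the direction.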

**Figure 3:**
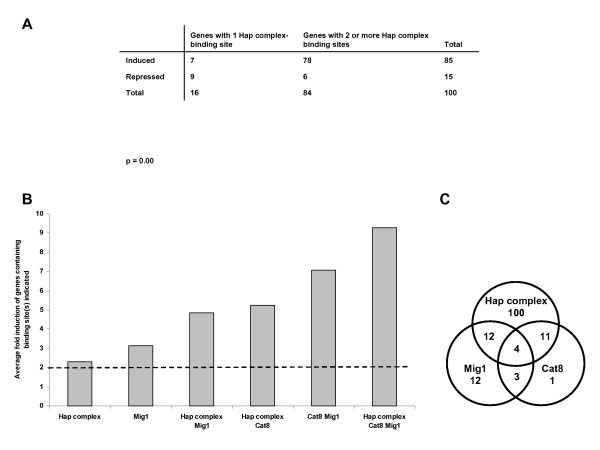
**(A) The influence of multiple Hap complex sites on the change in gene expression of the genes in Additional file **1. A Fisher's exact test was performed for genes containing predicted binding sites for the Hap complex and their association with induction or repression. Genes were grouped into either those with one Hap complex binding site or those with two or more according to Additional file 1. **(B) The influence of Hap4, Cat8 and Mig1 on the magnitude of induction of the genes in Additional file **1. The average fold-induction of genes in Additional file 1, grouped according to the transcription factor binding sites they contain, was calculated. It was observed that those containing binding sites for each of the Hap complex (where Hap4 is the activator), Cat8 and Mig1, had the highest average fold induction with Mig1 being a dominant factor in high induction. A bar for Cat8 is not included as only one gene (*YOR019W*, factor change 2.1) has a Cat8 site alone. **(C) A Venn diagram of the distribution of binding sites for the Hap complex, Cat8 and Mig1 in the genes in Additional file **1. 88% of the genes in Additional file 1 contain a binding site for one or more of the Hap complex, Cat8 and Mig1. The range of induction for the 190 genes from Additional file 1 is 2.0 to 21.7.

In order to adopt a similar approach for Cat8, we examined available biological data for Cat8 and Adr1 (as they are co-regulators [25]) from chromatin immunoprecipitations [25], and mRNA expression ratios in wt/Δcat8 strains [16]. We identified 20 genes out of 66 from these studies that were also in our dataset (Table 3). Only *ATO2 *was oppositely regulated when comparing our dataset. For all other genes, the change in expression followed the same trend of up-regulation (Table 3). As for the Hap4 analysis, we examined these 20 genes for Cat8 binding sites, and identified a typical Cat8 motif [21] in 13 of them, nine being of the Cat8-Sip4 type, TCCATTSRTCCGR (Additional file 4). The remaining six induced genes (*CYB2*, *GUT1*, *GUT2*, *LSC2*, *SUE1 *and *ODC1*) were further scrutinised, and it was apparent that all except *ODC1 *had been identified from immunoprecipitation data for Adr1 alone, consistent with their lack of Cat8-Sip4 motif. The induced genes of Additional file 1 were therefore searched from the start codon to 1,500 nucleotides upstream for the generic Cat8 motif, CC------CCG motif giving 54 genes (Additional file 4). The non-coding intergenic regions of these genes were then searched using WebMOTIF [24] and *HXK1*, *COX4*, *ODC1*, *OM14*, *OM45 *and *YOR019w *were found to share the consensus sequence GCCSSTSS(W/Y))CMS in common with *IDP2 *and are thus also listed in Additional file 4. We noted that genes with these Cat8 binding sites are induced in V5.TM6*P by an average factor of 6.2 while the average for induced genes in Additional file 1 is 3.3. 

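Over the 143 induced genes of Additional file 1 that could be named, the mean fold here was 3.57 and the median 2.47, and 132 of them were called higher. The 18 genes with a listed Cat8 site had a mean fold of 8.14 and a median of 4.70. Their mean log2 fold change was 0.94 above that of the genes without one (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest it can give). STL1, with the largest fold, is among them.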

The highly-induced, Cat8-site-containing genes include *HXK1 *(factor change 9.0), *PCK1 *(6.9), *STL1 *(21.7), *JEN1 *(10.3), *ODC1 *(6.3) and *SFC1 *(18.3).

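ODC1 (YPL134C, a mitochondrial oxodicarboxylate carrier) was 7.45-fold higher in V5.TM6*P, at 0.50 ± 0.57 (SD, n = 6) in V5 and 3.40 ± 0.26 (SD, n = 6) in V5.TM6*P (log2 fold change 2.90, standard error 0.25, adjusted p = 3.68e-05).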

**Table 3:** Biologically-verified data on transcription factors that act on genes also found in Additional file 1: transcript dependence on Cat8 and Adr1.

**ORF**	**GENE**	FACTOR CHANGE IN GENE EXPRESSION FROM V5 TO V5.TM6*P^a^	**FACTOR CHANGE IN GENE EXPRESSION USING DATA FROM CHROMATIN IMMUNOPRECIPITATION FOR Cat8^b^**[25]**, mRNA EXPRESSION RATIOS FOR WT/Δcat8^c^**[16]** AND IMMUNOPRECIPITATION DATA FOR Adr1^d ^**[25].
**Gluconeogenesis**			

*YLR377C*	*FBP1*	5.3	5.0^b^; MAX^c^
*YKR097W*	*PCK1*	6.9	7.7^b^; 151^c^

**Alternative carbon source utilization**			

*YPL061W*	*ALD6*	2.3	5.2^b^; 8^c^
*YML054C*	*CYB2*	10.1	7.4^d^
*YHL032C*	*GUT1*	6.2	3.7^d^
*YIL155C*	*GUT2*	3.3	4.6^d^

**TCA cycle**			

*YGR244C*	*LSC2*	2.9	5.2^d^

**Glyoxylate cycle**			

*YCR005C*	*CIT2*	2.2	1.7^c^
*YLR174W*	*IDP2*	4	2.9^b^; 23^c^
*YOL126C*	*MDH2*	3	12.7^b^; 3.6^c^
*YNL117W*	*MLS1*	3.5	8.9^b^; 79^c^

**Respiratory chain**			

*YPR151C*	*SUE1*	3.7	4.4^d^

**Plasma membrane transport**			

*YOR348C*	*PUT4*	5.8	2.7^b^; 6.1^c^; 2.0^d^
*YDR536W*	*STL1*	21.7	4.4^c^

**Mitochondrial transport**			

*YNR002C*	*ATO2*	3.8	0.33^c^
*YML042W*	*CAT2*	2.6	2.8^b^; 2.4^c^
*YOR100C*	*CRC1*	2.2	8.1^c^
*YKL217W*	*JEN1*	10.3	3.6^b^; 10^c^; 10.5^d^
*YPL134C*	*ODC1*	6.3	3.2^b^
*YJR095W*	*SFC1*	18.3	6.2^b^; MAX^c^

The table is arranged as for Table 2. Factor changes denoted '^a^' are from Additional file 1, '^b^' refer to chromatin immunoprecipitation data for Cat8 [25], '^c^' refer to mRNA expression ratios for wt/*Δcat8 *[16] and '^d^' refer to chromatin immunoprecipitation data for Adr1 [25].

We observed that some strongly-induced genes in Additional file 1 did not have Hap complex or Cat8 binding sites. Indeed, the expression of many genes such as *SUC2 *is already known to be repressed by both Mig1 and Mig2 in glucose media, although Mig1 is the main factor in this response [20,26]. We therefore examined biological data on gene expression in *Δmig1 *and *Δmig2 *strains [20,26]. In these studies, 11 genes were presented as being Mig dependent, of which 5 were found in Additional file 1 (*HXK1*, *EMI2*, *HXT13, HXT15 *and *DSF1*) and 3 in Additional file 3 (*REG2*, *DOG2 *and *YLR042C*). We then examined protein binding microarray data [27] and tabulated the combined outputs as Table 4, which lists 15 Mig-dependent genes. When searching the induced set in Additional file 1* in silico *for genes containing Mig1 binding sites, 31 were identified, predominantly containing consensus sequences of the SUC2B type (CCCCGGAT), but also in some cases sites that were more homologous to SUC2A (sharing the consensus motif CCCC(G/A)(G/C)AT [28]). We noted that the presence of a Mig1 site in a gene correlated with high induction (Fig. 3B) and that overall, our analysis provides a highly complete description of how three transcriptions factors might regulate the 146 induced genes of Additional file 1 (Fig. 3C).

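The 31 induced genes with a listed Mig1 site had a mean log2 fold change of 2.22 ± 0.86 (SD across genes), and the 112 without one 1.35 ± 0.61. The difference was 0.87 (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest it can give), and it was largest, 0.98, without the 2 lowest glucose points of each strain. After genes that also have a Cat8 site were taken out, a comparison added after the data were seen, it was 0.75 with the same p. By site combination, the mean fold was 10.8 for the 4 genes with all 3 kinds of site, 8.15 for the 10 with Hap complex and Cat8 sites, which include STL1, 6.99 for the 3 with Cat8 and Mig1 sites, 5.45 for the 12 with Hap complex and Mig1 sites, 3.69 for the 12 with Mig1 sites alone, 2.55 for the 83 with Hap complex sites alone, 2.37 for the 18 with none and 0.853 for the 1 with a Cat8 site alone. The median folds of the first 5 of these groups were 10.2, 3.66, 7.49, 4.79 and 3.20. These genes were picked for induction in the same samples and are not independent of each other. From such group differences, the paper relates the presence of a Mig1 site to high induction.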

**Table 4:** Biologically-verified data on transcription factors that act on genes also found in Additional file 1: transcript dependence on Mig1.

**ORF**	**GENE**	FACTOR CHANGE IN GENE EXPRESSION FROM V5 TO V5.TM6*P^a^	**Mig1 BINDING VERIFIED USING DATA FROM PROTEIN-BINDING MICROARRAY^b ^**[27]** AND *IN VIVO*^c ^**[26]** ANALYSES**
**Glycolysis**			

*YFR053C*	*HXK1*	9	b,c

**Gluconeogenesis**			

*YLR377C*	*FBP1*	5.3	b

**Alternative carbon source utilization**			

*YHL032C*	*GUT1*	6.2	b
*YIL162W*	*SUC2*	6.8	c

**Glyoxylate cycle**			

*YCR005C*	*CIT2*	2.2	b

**Plasma membrane transport**			

*YEL069C*	*HXT13*	3.9	b,c
*YDL245C*	*HXT15*	3.2	c
*YBR298C*	*MAL31*	3.1	b

**Mitochondrial transport**			

*YNR002C*	*ATO2*	3.8	b
*YKL217W*	*JEN1*	10.3	b
*YPL134C*	*ODC1*	6.3	b

**Transcriptional regulation**			

*YDR516C*	*EMI2*	3.6	b,c
*YEL066W*	*HPA3*	2.2	b

**Other**			

*YEL070W*	*DSF1*	9.4	b,c
*YGR243W*	*FMP43*	4.9	b

The table is arranged as for Table 2. Factor changes denoted '^a^' are from Additional file 1. Mig1 binding was verified using data from protein-binding microarray [27] studies denoted '^b' ^and *in vivo *[26] analyses denoted '^c' ^although no factor changes were indicated in those studies.

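HAP4 (YKL109W) was 2.14-fold higher in V5.TM6*P, at 0.32 ± 0.24 and 1.41 ± 0.30 (SD, n = 6) in V5 and V5.TM6*P (log2 fold change 1.10, standard error 0.17, adjusted p = 0.00150), and the strains did not overlap. CAT8, MIG2 and MIG3 lay below the array median and none was called. MIG3 (YER028C) had -1.19 ± 1.01 and -2.81 ± 1.34 (SD, n = 6), 0.325 times its V5 value (log2 fold change -1.62, standard error 0.62, adjusted p = 0.114), with 1 V5.TM6*P array at the floor of 0.1. It was called with the authors' table (log2 fold change -1.68, adjusted p = 8.88e-04), with the array median taken first, with the spots marked empty set to missing and with a floor of 1, within a range of adjusted p from 8.88e-04 to 0.209 over its alternatives. MIG2 (YGL209W), with 1 V5 array at the floor, was 1.75-fold higher (-2.47 ± 1.09 and -1.66 ± 0.79 (SD, n = 6); log2 fold change 0.80, standard error 0.50, adjusted p = 0.345), and with the authors' table it was called lower (log2 fold change -0.997, adjusted p = 0.00224, where the highest of its alternatives was 0.706). CAT8 (YMR280C) was 1.35-fold higher (-2.14 ± 1.26 and -1.70 ± 0.70 (SD, n = 6); log2 fold change 0.44, standard error 0.53, adjusted p = 0.662). One array of its V5 sample at 7.4 g/L was at the floor. Without that sample the direction turned (log2 fold change -0.06, adjusted p = 0.924), as it did with the authors' table (-0.31) and without the 2 lowest glucose points of each strain (-0.12, adjusted p = 0.895). Its adjusted p was between 0.458 and 0.999 over the alternatives.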

We noted that *HAP4 *(factor change 1.7, Additional file 3) is induced and *CAT8 *(0.5, adjusted p value < 0.06; Additional file 5), *MIG2 *(0.5, Additional file 1) and *MIG3 *(0.3, Additional file 1) are down-regulated in V5.TM6*P compared to V5. In our dataset, the specific change in array signal for *MIG1 *had an adjusted p-value > 0.05 over the complete experimental range. The result for *CAT8 *was unexpected as it contains an upstream Mig1 binding site similar to *HAP4 *(which is induced) and Cat8 target genes such as *FBP1 *and *PCK1 *are themselves induced. It is possible that the transcript was not probed accurately on the array either due to cross-hybridisation between closely related DNA sequences or on account of its low base expression value (0.24). A future real time Q-PCR experiment would probe the individual transcript.

### Transcripts dependent on external glucose concentration are not found in the respiratory V5.TM6*P strain, even though several glucose- or carbon-source-associated transcripts are glucose dependent in the parental wild-type strain

The transcriptome of the respiratory V5.TM6*P strain was not found to be responsive to changes in glucose concentration in the culture medium. However, in the wild-type parent strain (V5) the transcriptome was found to vary with glucose availability according to a least squares fit of the logarithmic array values for RNA extracted at the six different glucose concentrations. This dependence on external glucose concentrations is seen in the V5 strain for 20 genes (including those without functional annotations) with an adjusted p-value < 0.05 (Fig. 4). 

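In V5.TM6*P, limma found 0 genes with a slope of log2 signal on glucose past the threshold, where 378 had an unadjusted p under 0.05. The alternatives gave 0 to 3 genes, the most with all 24 arrays in the fit and the RNA sample as a random block. In simulated data with the spread of these samples, 0.4% of the genes given a 2-fold change over 28 g/L and 63.5% of those given a 4-fold change were recovered in this strain, and 2.7% and 67.8% in V5.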

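By a line per strain fitted with limma to the 6 log2 values against glucose, 1 gene had a slope in V5 past an adjusted p of 0.05, HXK1, and 770 genes had an unadjusted p under 0.05. The slope of HXK1 was -0.127 log2 units per g/L (standard error 0.0141, adjusted p = 0.0195), which is 11.8 times the signal at 9 g/L that the fitted line has at 37 g/L. This call depended on single samples. It was lost, with 0 genes called, without any 1 of the V5 samples at 38.4, 24.4, 10.5 or 7.4 g/L or of V5.TM6*P samples 3 to 6. Without the V5 sample at 35 g/L 4 genes were called, and 2 without the one at 25.5 g/L or without V5.TM6*P at 36.5 g/L. The count moved most under normexp background correction with quantile normalization, to 151, and was 0 with each strain fitted alone. With the authors' table it was 8, among them HXK1, GLK1 and EMI2.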

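After HXK1, the smallest adjusted p for a V5 slope belonged to a group of 8 probes at 0.0568, 2 of them named. EMI2 (YDR516C) had a slope of -0.0634 log2 units per g/L (standard error 0.00885), 3.43 times the signal at 9 g/L that it had at 37 g/L, and GLK1 -0.0846 (standard error 0.0129), 5.17 times. EMI2 was also 4.25-fold higher in V5.TM6*P than in V5 (log2 fold change 2.09, standard error 0.33, adjusted p = 0.00171).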

The genes with the strongest dependence on external glucose concentrations were found to be *HXK1*, *RGS2*, *ADH7*, *CHA4 *and *GLK1 *(Fig. 4). The sugar kinases *HXK1 *and *GLK1 *are induced as expected as they have their maximal expression during growth on other carbon sources [16]. The gene product of *RGS2 *inhibits Gpa2 in the PKA pathway, which is one of the pathways induced by glucose [29]. *ADH7 *appears to be induced on carbon sources other than glucose [30]. In a study by DeRisi and colleagues, batch yeast cultures were harvested for cDNA array analysis at gradually decreasing glucose concentration [5]. Our examination of the supplementary data provided by the authors showed that as glucose was consumed between 18.7 and 7.5 g/L, three of the genes in Figure 4 (*GLK1*, *HXK1*, and *FAL1*) were found in the top 22 genes with a changed expression from that study. 

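In V5, the signal of HXK1 on the log2 scale was 1.32 and 2.75 at 38.4 and 35 g/L, 2.90 and 3.32 at 25.5 and 24.4 g/L, and 5.62 and 5.36 at 10.5 and 7.4 g/L. GLK1 stood at -0.32 and 0.43, 1.04 and 0.81, and 2.55 and 2.25 at the same points, and EMI2 at -0.61 and 0.35, 0.73 and 0.67, and 1.42 and 1.76. In V5.TM6*P these genes kept between 6.12 and 6.96, 2.60 and 3.62, and 2.56 and 3.09. From the rise over this range in Fig. 4 genes the paper concludes that glucose repression is relieved gradually, at glucose concentrations above those usually assumed.

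**Figure D4:**
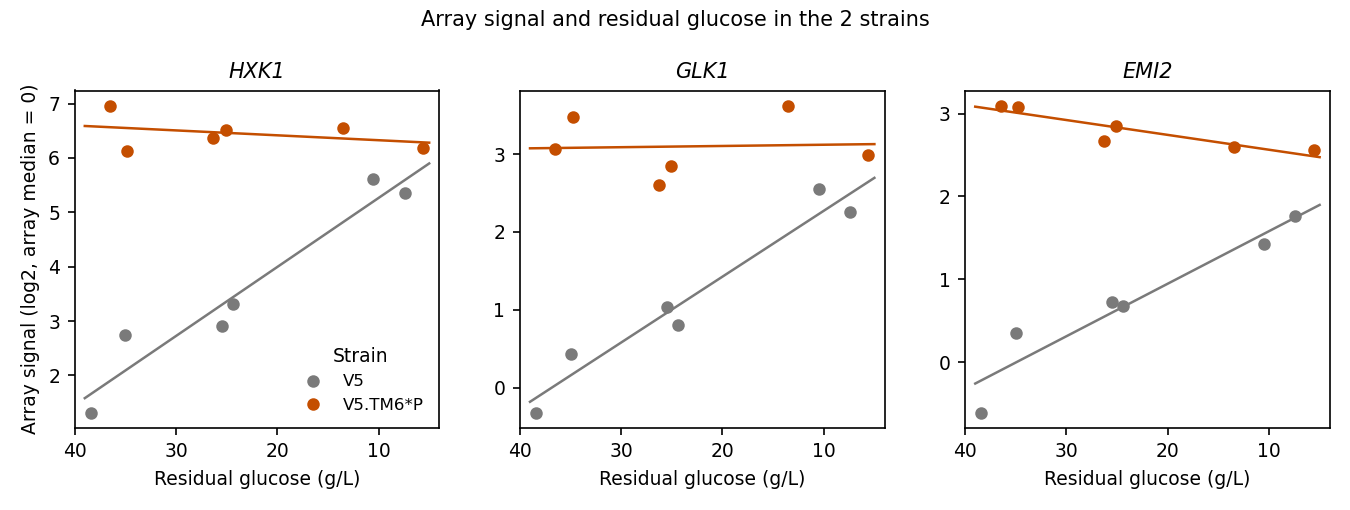
Array signal (log2, with the array median at 0) of HXK1, GLK1 and EMI2 against residual glucose (g/L, falling to the right). Points are RNA samples, the mean of 2 arrays, and lines are the fits of each strain. HXK1 rises in V5 from 1.32 at 38.4 g/L to 5.36 at 7.4 g/L.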

Overall, the results in Figure 4 show that glucose repression is gradually relieved on going from 37 g/L to 9 g/L glucose. Furthermore relief of repression is already apparent at a surprisingly high glucose concentration, in contrast to the assumption that it is typically triggered over a range of low glucose concentrations [29], the trigger being very low for some genes [31].

**Figure 4:**
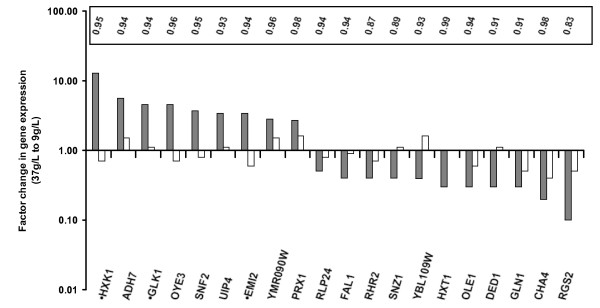
**Transcript dependence on external glucose concentration for 20 genes in the V5 strain**. A clear glucose-dependence (grey bars) was observed for all genes in the V5 strain with only a small variation in array signal (white bars) for the same genes in V5.TM6*P. Genes marked with a dot also have a significant change of expression on going from V5 to V5.TM6*P and as such are listed in Additional file 1. The factor change in gene expression was obtained as the quotient between the expression values at 37 and 9 g/L glucose given by the line fitted to the expression data for each gene. R^2 ^values are for the linear fit for the V5 strain. The R^2 ^values for V5.TM6*P were between 0.16 and 0.78 indicating no significant linear relationship.

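The difference between the 2 slopes was tested in the same fit. No gene passed in limma (0 genes, with 515 at an unadjusted p under 0.05), and the alternatives gave 0 to 5. For HXK1 the slope in V5.TM6*P was 0.00902 log2 units per g/L (standard error 0.0147), a difference of 0.136 from V5 (adjusted p = 0.213). The differences of EMI2 (0.0814, adjusted p = 0.213) and GLK1 (0.0830, adjusted p = 0.422) did not pass either. The median residual SD around the lines was 0.334 in V5 and 0.343 in V5.TM6*P.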

In order to examine whether the glucose dependence of genes in V5 affected our data in Additional file 1, we excluded the data points at 13.5 and 5.6 g/L glucose for V5.TM6*P, and 10.5 and 7.4 g/L glucose for V5 (which gave the highest array signals) and compared the cDNA array data in this case with each other exactly as for the full data set. Following this procedure, only a small subset of genes that are highly induced had their factor changes increased substantially, but this did not affect the fact that they remain within the top 30 most induced genes in Additional file 1. They are *HXK1 *(9.0 in Additional file 1, 19.3 following re-calculation; the gene contains binding sites for the Hap complex, Cat8 and Mig1); *STL1 *(21.7, 27.5; Hap complex, Cat8); *DSF1 *(9.4, 15.1; Hap complex, Mig1); *CYB2 *(10.1, 13.4; Hap complex, Mig1) and *FBP1 *(5.3, 7.4; Cat8, Mig1). 

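Without the 2 lowest glucose points of each strain, limma on 4 samples per strain called 471 genes, 297 of them higher, and 1471 had an unadjusted p under 0.05. The fold of HXK1 became 15.1 (log2 fold change 3.92, adjusted p = 0.00188), that of STL1 72.9 (6.19, adjusted p = 6.05e-04), that of DSF1 12.6 (3.65, adjusted p = 8.09e-04) and that of CYB2 13.1 (3.71, adjusted p = 0.00122). FBP1 went down to 6.42 (2.68, adjusted p = 0.0184). Both STL1 and FBP1 have 1 V5 array at the floor of 0.1. The count rose most under normexp background correction with quantile normalization, to 943. It fell most with the sampling point as a block, to 90. With the 3 arrays of the other print lot left out, an alternative added after the data were seen, it was 205, and with any 1 of the 8 remaining samples left out it was 218 to 335.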

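Among 185 named genes of Additional file 4, the 17 whose log2 fold change moved most without the 2 lowest glucose points include 8 with a listed Mig1 site. Of the 17, 14 had a larger change without those points. Mig1 sites were searched in induced genes only, so a test over all 185 would be biased. Among the 143 induced genes, a comparison added after the data were seen, the 17 that moved most include 12 of the 31 with a Mig1 site (Fisher's exact test, two-sided, p = 4.44e-06). The shift in log2 fold change was 0.22 ± 0.36 (SD) for these 31 and 0.11 ± 0.20 for the 112 without (permutation test, two-sided, p = 0.0296). With all samples, the 31 also had larger log2 fold changes than the 112 (means 2.22 and 1.35). Neither test adjusts for this, so a larger shift may only go with a larger fold change. The genes are not independent replicates. Over all 185 genes, where the main count was 8, 11 of the 17 have a Mig1 site by the authors' table. With the array median taken first that count was 10.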

Fourteen of the seventeen genes that were most affected by this recalculation were found to contain a Mig1 binding site. It is therefore possible that Mig1 is also involved in relieving glucose repression in the 10 to 5 g/L range, and not only at the depletion of glucose at the diauxic shift. 

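Over the same 185 genes, the factor without the 2 lowest glucose points differed from the factor of all samples by 16.3% on average, with a median of 12.8%, and the log2 fold changes by 7.31% on average. The paper's text does not define its percentage. Across genes, which are not independent replicates, the 2 sets of log2 fold changes correlated at r = 0.982, and 3 genes changed direction. The average was smallest, 5.53%, under normexp background correction with quantile normalization. From the small size of this change the paper concludes that the glucose dependence of V5 has no major influence on its comparison of the strains.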

Overall, we found that the amplitudes of the factor changes varied by only 9.3% in this new calculation compared with the original one, which indicated that the glucose dependence of the V5 strain does not have a major influence on the way we generated the data presented in Additional file 1.

## Discussion

The main physiological change in both the diauxic shift and the transition from a respiro-fermentative to a respiratory metabolism is that glycolysis is channelled to support respiration: this occurs upon glucose depletion during the diauxic shift and throughout the growth curve in glucose medium in V5.TM6*P. Although previously-published genomic analyses of yeast's response to the diauxic shift transition have all been sampled under different conditions – rich (YPD) medium with 2% glucose [5], minimal defined medium in chemostat cultures at different dilution rates [4], and minimal defined media in batch cultures sampled 4 h after the diauxic shift [3] – common themes emerge with changes on going from V5 to V5.TM6*P. Overall 81% of genes which are induced or repressed on going from V5 to V5.TM6*P in our study were found in at least one of these three datasets for the diauxic shift. Furthermore, we also find that for all proteins induced in a study of the diauxic shift by 2D-gel electrophoresis [6], the corresponding genes are induced on going from V5 to V5.TM6*P except for the alcohol dehydrogenase, Adh2. There is a hence close agreement between induction of the following genes and the levels of the corresponding proteins: *FBP1*, *ICL1*, *PCK1*, *IDP2*, *MLS1*, *DLD1*, *ALD6*, *SDH1 *and *CIT2*. This strong correlation with previously-published data and our own observed correlation of data for Cdc19 and *CDC19 *supports the phenotypic similarity between the V5 to V5.TM6*P transition and the diauxic shift. It is worth noting that there is no clear correlation of our data in Additional file 1 with any possible differences in growth rate between the two strains. In a study by Regenberg and colleagues [32], 180 genes changed in expression by more than a factor of 4 when comparing growth rates. Of these 180, 3% of all genes are found in Additional file 1 providing no significant overlap in data.

It is also possible to see parallels between our data set and a study of nitrogen deprivation and stationary phase growth for wild-type yeast by Gasch and colleagues [33]. This is supported by the fact that ten of the 15 genes that were found to be strongly induced upon nitrogen deprivation and growth in stationary phase in that study are also induced in the V5 to V5.TM6*P transition. Only two genes, *YGR067c *(likely to encode a transcription factor as it has high partial sequence homology with *MIG3 *and *ADR1 *and it fine-tunes the response to nutrient limitation) and *ECM13*, are not induced in the V5.TM6*P strain, but were highly induced in the Gasch study [33] upon nitrogen deprivation and stationary phase growth. In addition, we find that the genes encoding Mep1 and Ato2, which are involved in ammonia transport are also strongly induced in V5.TM6*P in our study. Such an induction is seen in both the diauxic shift studies performed in defined media [4,34], but not in rich medium [5], suggestive of nutrient limitation. In fact, V5.TM6*P also appears carbon limited, not least as a result of the fact that amongst the most strongly induced genes are *FBP1 *and *PCK1*, which encode gluconeogenic enzymes. *STL1*, *MAL31 *and *SUC2 *(encoding proteins involved in usage and/or transport of alternative carbon sources: glycerol, maltose and sucrose respectively) are induced in V5.TM6*P, also consistent with its low glycolytic flux and suggestive of an adaptation of metabolism ('discontinuous modelling) as seen by Brauer and colleagues [4,34] and supported by our previous work [1]. Several of these genes including *FBP1 *and *STL1*, as well as *JEN1*, *ODC1, SFC1 *and *ATO2 *have already been identified as being either induced under carbon limitation or being specific indicators of carbon limitation in yeast cultures [13], consistent with our own data.

The analysis of transcription factor binding sites present in the genes of Additional file 1 revealed that 127 genes had Hap complex binding sites, the majority of which encode mitochondrial proteins. Of genes that only had Hap complex binding sites present, thirteen had only one and of these only five were induced leading us to hypothesise that multiple Hap complex binding sites are correlated with induction of the Additional file 1 genes (Fig. 3A). Interestingly, in a microarray screen of a *hap1Δ *mutant for Hap1-dependent genes [35], 7/24 genes that were induced in the *hap1Δ *mutant are also induced in Additional file 1 (*CYB2*, *MLS1*, *HMX1*, *PUT4*, *STL1*, *HPA2*, *PUT1*), and in each case also have a Hap complex binding site. In addition, 19 genes containing a Cat8 site and 31 genes containing a Mig1 site were predicted, with many of these genes being experimentally-verified in previous *in vivo *studies. Our analysis of the regulation of 88% of the induced genes of our unique respiratory strain (Fig. 3) is further supported by a novel computational method [36] that predicts the Hap complex and Mig1 control the genes of Additional file 1; Cat8 is not included in that database.

A quite unexpected result from comparing the transcriptional profiles of V5 with V5.TM6*P is the data set in Figure 4, showing genes from the parent strain that are clearly glucose dependent and that the glucose dependence observed begins at concentrations (6 – 36 g/L glucose) higher than the range generally regarded as the glucose-repressed region. Strain DBY7286 [5], which is unrelated to V5, previously showed a gradual relief of glucose repression starting at 20 g/L glucose for *GLK1*, *HXK1 *and *FAL1*. These results for V5 and DBY7286 suggest that gradual relief is a general *S. cerevisiae *phenomenon. Future studies will show whether the gradient of the slope is different for different strains. That such glucose dependence requires an intact glucose uptake system is suggested by the fact that it is not seen in the V5.TM6*P strain: the array signal is not changed significantly for any of the genes in the V5.TM6*P strain at the different glucose concentrations sampled. This implies that in V5.TM6*P, glucose sensing is independent of external glucose concentration. The wild-type yeast, on the other hand, shows an extensive modulation of its expression profile at high glucose concentrations despite the fact that its physiological response is largely unaffected. The insensitivity of the V5.TM6*P strain therefore makes it an extremely valuable biotechnological tool as it can be cultured in a wide range of external glucose concentrations, whilst maintaining the same respiratory phenotype [2].

## Conclusion

In this study, we have been able to characterize the transcriptome of a unique respiratory yeast strain. We have been able to identify highly complete collections of known genes in the TCA cycle, glyoxylate cycle and respiratory chain that are consistent with a respiratory metabolism. Our results suggest that there has been genetic remodelling predominantly through the activity of Hap4, Cat8 and Mig1, and that the gene expression profile of V5.TM6*P during growth on glucose resembles wild-type *S. cerevisiae *cells in the diauxic shift.

## Methods

### Yeast strains

The auxotrophic wine yeast strain V5 (*MAT*a *ura3 gal*) and the V5 *hxt1–hxt7*Δ mutant strain (*MAT*a *ura3 gal hxt514*Δ::loxP *hxt367*Δ::lox P *hxt2*Δ::loxP) were kindly provided by the Professor Bruno Blondin, Montpellier, France. The construction of V5.TM6*P was previously described by Henricsson and colleagues [2] where the expression cassette from KOY.TM6*P [1] was transferred into the genome of the V5 *hxt1–hxt7*Δ strain by using the primers PROHXT3 (TCAAATGGCGGTGTAGTTTGAAAAG) and TERHXT7 (TTAAGTGACGGGCGATGAGTAAGAA). Transformants were selected by growth on glucose. The resulting *ura3 *strain is referred to as V5.TM6*. The auxotrophic V5 wild type and V5.TM6* used in this study were made prototrophic by integration of *URA3 *[37] and are referred to as the V5 wild-type strain and V5.TM6*P, respectively.

### Growth conditions

For both pre-cultures and main cultures, 5 × defined minimal medium [38] with 5% glucose as the sole carbon and energy source was used. A two-step pre-cultivation was performed on a rotary shaker. First a 10 mL culture was grown for 72 h, and used to inoculate 100 mL medium, which after 30 h at 30°C was inoculated to give a final OD_610 _of 0.05 in a bioreactor (BRO2, Belach Bioteknik AB, Sweden) in a volume of 2.5 L. Polypropylene glycol P2000 was added as antifoam (100 *μ*L/L). The cultivation conditions were 30°C, 1,000 rpm, pH 5.0 with an airflow of 1.25 L/min. Gas evolution was monitored on-line (type CP460 O_2_/CO_2_, Belach Bioteknik AB). Cultivations were performed at least in duplicate.

### RNA preparation

Yeast cells (2 – 20 mL) were directly transferred into twice their volume of ice-cold water. The cells were collected by centrifugation at 0°C for 5 min at 3000 × g, frozen in liquid nitrogen and stored at -80°C. Total RNA was then prepared using the RNeasy kit from Qiagen, following the manufacturer's instructions.

### cDNA array production

PCR products for the yeast ORFs were generated from yeast DNA using the ORF-specific primer set from Research Genetics and then re-amplified with the Resgen universal forward and reverse primers (Catalogue number 40612). PCR products were prepared by Randy Strich (Fox Chase Cancer Centre, USA) as part of a collaboration with the Wistar Institute, Philadelphia, USA. PCR products were spotted with a BioRobotics Microgrid TASII (Genomic Solutions) by the Wistar Genomics Facility. Each array contained 6,319 individual yeast genes and 1,169 gene repeats. The complete list of arrayed genes on array YA04 is listed under GEO Series accession number GPL4423.

### RNA amplification, hybridization, and scanning

Amplified RNA (aRNA) was prepared from 1 *μ*g of total RNA for each sample tested using the RiboAmp kit (Arcturus). Labelled targets were prepared from 1.6 *μ*g aRNA with Superscript II reverse transcriptase (Invitrogen), in the presence of 3,000–5,000 Ci/mM [α-^33^P] dCTP (Amersham Pharmacia Biotech), 1 mmol/L dATP, 1 mmol/L dTTP, 1 mmol/L dGTP, 67 ng/*μ*g oligo-dT (Promega Biosciences), and 0.65 × random decamer primers (Ambion). Labelled targets were hybridized to individual arrays at 42°C for 18 h in 3 mL Microhyb buffer (Invitrogen). Arrays were washed twice in 2 × standard saline citrate (SSC)/1% SDS solution for 30 min at 50°C, once in 0.5 × SSC/1% SDS and once in 0.1 × SSC/0.5% SDS for 30 min at 55°C. The arrays were exposed to phosphor screens (Amersham Biosciences) for 6 days and scanned in a Storm 820 PhosphorImager (Molecular Dynamics). Quantitation of each spot was assessed by Imagene 5.0 software (BioDiscovery Incorporated) using manual spot alignment, measuring median pixel intensity for each spot and subtracting the local background. The data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE11799.

### cDNA array data analysis

Observed values less than 0.1 (5% (8752 values) of the 176640 raw data values) were set to 0.1, in accordance with information from Wistar that variations in values below this threshold should be regarded as measurement noise. After converting to a logarithmic scale, average expression values were computed over spots with the same ORF, and arrays were scale normalized by subtracting the median for each of the 24 arrays. Averages were computed over repeated measurements with the same conditions producing 6 values at different glucose concentrations for each of the V5 (38.4, 35, 25.5, 24.4, 10.5, 7.4 g/L glucose) and V5.TM6*P (36.5, 34.8, 26.3, 25.1, 13.5, 5.6 g/L glucose) strains for each gene. T-tests were then performed, comparing the two strains, using Empirical Bayes robustification of variance estimates [39,40].

The T-tests were adjusted for multiple testing using the false discovery rate method (disregarding correlations between genes). Essentially, then, p-values were adjusted so that when selecting all genes with p-values less than a threshold q, a proportion of q false positives would be expected amongst these genes. The estimated effects are shown as factors in Additional file 1, as the linear modelling was performed on a log scale. The p-values in Additional file 1 are the adjusted values, so that selecting genes with p-values < 0.05 gives an expected false discovery rate of 5%. Calculations were performed using the BioConductor package limma [40]. To present the data, a tabular format was chosen over heatmaps in an attempt to make it as accessible as possible to the scientific community.

When producing data for Figure 4, a similar linear model was used, but with a different design matrix: Essentially, for each gene, 2 straight lines were simultaneously fitted, one for each of the strains, to plots of the 6 log-expression values versus glucose concentration. Empirical Bayes robustification and adjustment for multiple testing was included even in this analysis, using the limma tool [40]. Lines with slopes significantly different from zero were found for 20 genes for the V5 strain, but for no genes from the V5.TM6*P strain.

## Authors' contributions

NB initiated the study, prepared the RNA and participated in the data analysis and interpretation, particularly of the transcription factor binding sites. CF carried out the fermentations. PM performed the array analysis. MW performed the statistical analyses of the array data. CC and LS generated the arrays and performed the arraying. LG and CL participated in the experimental design and helped to draft the manuscript. RB participated in the study design, coordinated the data analysis and interpretation, and drafted the manuscript. All authors contributed to the final version of the manuscript.

## Supplementary Material

Additional file 1 Transcriptome analysis of V5.TM6*P compared with the parental V5 strain. Genes were tabulated if their expression was changed on going from the V5 parental strain to V5.TM6*P, as described in 'Materials and Methods'. All genes were then sorted according to their roles in yeast cellular physiology and alphabetically by gene name under each sub-heading. Note that *HXT1-7 *are deleted in the V5.TM6*P with a part of *HXT1 *and *HXT7 *reincorporated as the TM6* chimera. Due to overall high homology within the hexose transporter family we still observed changes on the cDNA array (*HXT1 *(*YHR094C*); factor 0.4; *HXT4 *(*YHR092C*); 0.2; *HXT6 *(*YDR343C*); 2.1; these are not listed in Additional file 2). As YLL053C is annotated as continuous with YLL052C (AQY2) in some strains, these ORFs are counted once here as YLL052C. Genes that were dubious were not included in Additional file 1 and neither were the Ty-transposable elements, *YGR161C-C *(encoding TyA gag protein) and *YNL054W-B *(encoding TyB gag protein). The top 30 genes with the largest numerical factor change (both up- and down-regulated) are underlined. If no functional information was available, phenotypic data from a deletion mutant was entered under 'Function'. In the 'Factor Change' column, change is expressed as a factor, where that factor is x when a gene expressed with intensity '1' in V5 is expressed with intensity 'x' in V5.TM6*P. All T-tests were jointly adjusted for multiple testing using the false discovery rate method (disregarding correlations between genes): p-values were adjusted so that when selecting all genes with p-values less than a threshold q, a proportion of q false positives would be expected amongst these genes. The genes shown have p-values < 0.05, and thus the expected false discovery rate is 5%. Transcription factors are listed if a binding site was predicted as described in the text. Data on 'Copies/cell' are from the yeast GFP fusion localization database and were collected from wild-type yeast grown on glucose. 'Protein Localisation' was extracted from the *Saccharomyces *Genome Database on 14^th ^February 2008 and in each case has been manually curated by the site's curators unless the entry is underlined, indicating that the localization has been extracted from a genome wide study. Click here for file

Additional file 2 This table provides the information from Additional file 1, but in Excel format, with base expression values as well as SAGE [41] and other literature data also included. In the 'Factor Change' column, change is expressed as a factor, where that factor is x when a gene expressed with intensity '1' in V5 is expressed with intensity 'x' in V5.TM6*P. In Additional file 1 we have removed dubious genes and Ty-elements, but all genes that were originally spotted on the array are included in Additional file 2. As for Additional file 1, *YLL052C *and *YLL053C *are treated as one data point. Click here for file

Additional file 3 A further 636 genes changed their expression levels either up by a factor of <2.0 (317 genes) or down by a factor > 0.5 (319 genes) and are presented in Excel format. Click here for file

Additional file 4 Binding sites are listed for the Hap complex, Cat8 and Mig1. The file lists exact position and sequences of the relevant sites. Click here for file

Additional file 5 A computation in which the datasets with the two lowest glucose values have been removed (V5: 10.5, 7.4 g/L glucose and V5.TM6*P: 13.5, 5.6 g/L glucose). Genes are only listed if they are not present in Additional files 1, 2, or 3. Overall, the amplitudes of the factor changes varied by only 9.3% in this new calculation compared with the original one, which indicated that the glucose dependence of the V5 strain does not have a major influence on the way we generated the data presented in Additional file 1. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

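Gene expression was measured in 12 RNA samples, 6 of V5 and 6 of V5.TM6*P, taken as the glucose of a culture started at 50 g/L was used up. Each RNA sample was hybridized to 2 filter arrays with 9600 spots. The paper states 2 fermentations per strain, and the sample labels do not assign samples to them, so tests that treat the 6 samples of a strain as independent may overstate the number of separate cultures. No pairing of samples between the strains is given.

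Each scanner file gives, per spot, the median pixel intensity of the spot and of its local background in linear units. According to the methods, the authors obtained these intensity values by scanning the exposed screens and measuring each spot with imaging software, and the background is not yet subtracted in them. The authors' table holds background-subtracted intensity values on a linear scale after a scaling by the authors that is not stated, with column medians between 1.36 and 1.54 and 5.04% of its values under the floor of 0.1 that the methods name. For the analysis the background median was subtracted from the spot median in the scanner files, values under 0.1 were set to 0.1, log2 was taken, the 2 spots of a probe were averaged where it had 2, the array median was subtracted and the 2 arrays of an RNA sample were averaged. The floor replaced 1.49% of the scanner values, so on these units it is a weaker floor than on the authors' table. The median net intensity per array was 15.7 over a median background of 18.4 (medians over the 24 arrays). In the authors' table, paired spots of a probe, each averaged over the arrays, correlated at 0.992 across probes. On single arrays of the scanner files the SD between paired spots was 0.37 on the log2 scale, from the median absolute difference. The number of arrays limits the precision.

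Gene names were assigned to the numbered probes after the data were seen, by computing factor change and base expression value from the authors' table and comparing them with Additional files 2, 3 and 5, and by the print order, which follows the ORF names. In all 1045 probes were named and 5921 assigned to a chromosome. Genes with no matching probe were left out. Because the match uses the authors' table, the factors computed from that table equal the paper's for these genes by construction. The probes marked by the additional files as dubious were kept.

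The strains were compared with limma 3.58.1 (lmFit and eBayes, R 4.3.3), with Benjamini-Hochberg adjustment over all 6330 probes and a threshold of 0.05 on adjusted p, and for large changes a fold of at least 2 or at most 0.5. Glucose dependence was tested in a second fit with 1 intercept and 1 slope on glucose (g/L) per strain, in which the slope of each strain and their difference were tested. Another fit left out the 2 lowest glucose points of each strain. The sites in Additional file 4 were related to the fold changes with Fisher's exact test and with permutation tests (100000 resamples). The median fold change of each chromosome was compared with 10000 random sets of ORFs. The search of upstream regions for Hap complex oligos was not run, since it needs the genome sequence. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest, and statmod 1.5.0 for the fit of all 24 arrays.

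Named genes are those the paper names and, by a rule set before the data were examined, the 10 largest folds in each direction among genes called and changed in the same direction at all 6 points, and the 10 smallest adjusted p for the V5 slope and for the slope difference. The result for 1 named gene is not reported here; it stays in the counts. The fits were tested on simulated data with 200 changed genes per strain comparison in each of 10 simulations. Of genes changed 2-fold between the strains 58.5% were recovered, with 4.8% false calls, and of those changed 4-fold 87.0%. Of genes given a 4-fold slope over 28 g/L, 67.8% were recovered in V5, 63.5% in V5.TM6*P and 46.9% for the difference between strains, and of those given a 2-fold slope 2.7%, 0.4% and 0.1%. In the slope comparisons at 2-fold the false share was 8.5% in V5, 11.1% in V5.TM6*P and 57.1% for the difference, on few calls.

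Alternatives set before the data were examined changed the floor, the order of floor and median, the normalization, the background correction, the source of the values, the treatment of spots marked empty, the variance model, the treatment of repeated arrays, the covariates, the scale of glucose, the adjustment and the samples, each sample being left out in turn. A set of 3 further alternatives were added after the data were seen: the 3 arrays of the other print lot left out, the print lot as a block, and a floor of 1. The comparison of Mig1 genes without those that have a Cat8 site, that of their shift without the 2 lowest glucose points among induced genes, and tests of Hap complex sites among called genes and with genes and direction changed together, were also added then.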

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

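The test of which array sets a sample apart, and the test of the neighbouring spot, were planned before their results were seen; the comparison with chance and the count of cases per RNA sample were chosen only after the results were seen.

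In 11 of 178 groups of 6 samples, 1 sample lay so far from the others of its strain that its gap to the nearest, divided by the range, was above Dixon's 95% critical value. Chance sets apart 1 in 20, or 8.9 of 178, and at least 11 cases have a probability of 0.279, so their number gives no sign beyond chance. For PCK1, V5 at 10.5 g/L was lowest (gap over range 0.759). For ALD6 it was V5.TM6*P at 13.5 g/L (0.634), for CAT2 V5.TM6*P at 34.8 g/L (0.693) and for JEN1 V5 at 35 g/L (0.657). TRX2 had V5 at 38.4 g/L highest (0.646) and V5.TM6*P at 5.6 g/L lowest (0.6252). HXT13 had V5.TM6*P at 13.5 g/L lowest (0.807), HXT16 V5.TM6*P at 26.3 g/L lowest (0.804), CAT8 V5 at 7.4 g/L lowest (0.789), ERG3 V5.TM6*P at 26.3 g/L highest (0.627) and YOR019W V5 at 25.5 g/L lowest (0.745).

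A mislabelled RNA sample would stand apart in many genes, but no RNA sample was involved in more than 2 cases. An array with a single bad value is open for most of them: with each array of the pair alone, only 2 of the 11 cases, PCK1 and HXT13, kept the sample as far out. In JEN1, HXT16, CAT8 and YOR019W 1 array of the pair was at the floor of 0.1, such as -7.65 beside -1.20 in JEN1. Leaving out the sample changed a call or direction in 2 of these genes: HXT16 was then called (log2 fold change 2.45, adjusted p = 0.0157) and CAT8 turned to -0.06. These values can be technical, and a biological explanation was not tested.

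Of 2123 spots on each array that the authors' table does not list, 1 had a median net intensity of 72.3, above the upper quartile of listed spots (38.0) and far above the median of unlisted spots (2.84). It was above the median of listed spots on all 24 arrays, and read 1.10 ± 0.42 (SD, n = 6) in V5 and 3.04 ± 0.33 (SD, n = 6) in V5.TM6*P on the log2 scale, a difference of 1.94 (exact permutation test, p = 0.00216, the smallest that 6 against 6 can give). Spill from a neighbouring spot was tested as a technical source: the brightest spot next to it read 56.2, below its own value, and the 2 did not rise together over the arrays (correlation -0.277). What the spot carries is not known, so no biological explanation was tested.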

How the results depend on the processing

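The alternatives that leave out the 3 arrays of the other print lot, use the print lot as a block, use a floor of 1, or take other sets of genes with Hap complex or Mig1 sites than those planned were chosen only after the data were seen, as were the counts over other splits of the samples, and the other alternatives were set before.

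Of the 772 genes called between the strains, 612 to 755 were also called under no floor (798 genes), the array median taken first (843), quantile normalization (801), the authors' table (936), normexp (1094), the variance trend (973) and all 24 arrays in the fit (1088), each in the same direction. With the sampling point as a block 506 genes were called, and without the 2 lowest glucose points 471, on fewer samples. Without the 3 print lot arrays, which are all of V5.TM6*P, 598 were called, on fewer arrays, and with the print lot as a block 530, and 564 and 504 of these were among the 772. The cause of the lower count with the block was not tested. The numbers of the samples do not pair them: correlations between samples with the same number were between 0.0198 and 0.0527. With normexp the counts of large changes were 39 up and 5 down, which follows from its offset of 50 added to every value. Leaving out 1 sample gave 576 to 727 genes. The strain split was the largest of 100 for all called genes (1 of 100), genes up (1 of 100) and genes down (1 of 100). It was also the largest of 35 without the 2 lowest points (1 of 35). The other splits gave at most 1 gene. These splits treat the samples as independent, but the samples come from 2 fermentations per strain. Chance differences between the cultures are therefore not excluded.

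The number of genes with a V5 slope depended most on the processing: 7 without a floor, 6 with the array median first, 151 with normexp, 8 with the authors' table, 10 with the marked-empty spots missing, 6 with a floor of 1, 91 with the variance trend, 140 with all 24 arrays, 4 with log2 of glucose, 0 with each strain alone and 2 without the print lot arrays. Leaving out 1 sample gave 0 to 4. Permuting glucose within V5 gave at least 1 gene in 15 of 100 orders, so chance cannot be excluded for this count, and as many genes at unadjusted p under 0.05 (770) in 3 of 100. In V5.TM6*P, the count was 2 with normexp, 1 with the variance trend, 3 with all 24 arrays and 1 with log2 of glucose, otherwise 0. The slope difference had 1 with normexp, 2 with the authors' table, 2 with the variance trend and 5 with all 24 arrays, otherwise 0. Counts of 0 are reached in 100 of 100 orders or splits by construction and test nothing. At unadjusted p under 0.05, V5.TM6*P had 378 genes, with as many in 28 of 100 orders, and the slope difference 515, with as many in 12 of 100 splits, so chance cannot be excluded for either. The cause of these differences was not tested.

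Without the 2 lowest points 943 genes were called with normexp, 872 with the variance trend, 927 with all 24 arrays, 90 with the sampling point as a block and 205 without the print lot arrays, on fewer arrays. Leaving out 1 more sample gave 218 to 335. The authors' table turned the direction of CAT8 (log2 fold change -0.31), MIG2 (-0.997), YER188W (-1.51) and YOR019W (1.10), and the cause was not tested. Of 89 named genes, 81 kept direction and side of the threshold with the authors' table, 86 with the array median first, 87 with normexp, 88 without a floor and with all 24 arrays, and 89 with quantile normalization. The results on Hap complex sites and Mig1 sites kept direction and side of the threshold in their alternatives. Chromosome X kept its direction, and its p was computed in 2 of them only, quantile normalization and the authors' table, where it passed (adjusted p = 0.0032 in each). Averaging spots by the median equals the mean with at most 2 spots, and the filter on dim genes removed 1 gene, so both say nothing. The joint adjustment and the fits of each strain alone have no slope difference. The Hap complex oligos were not run. Signal over background limits genes near the floor, such as CAT8, MIG2 and MIG3.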

Differences from the paper's values

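The alternatives that leave out the 3 arrays of the other print lot, use a floor of 1 or take the induced genes only were chosen only after the data were seen, and the others named here were set before the data were examined. A value is called near the paper's where neither is more than 1.5 times the other.

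The floor of 0.1 replaced 1.49% of the values from the scanner files, where the paper gives 5%. The share came near the paper's with the authors' table (5.04%) and with the array median first (3.85%), but not with quantile normalization or 24 arrays (1.49% each).

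Genes down to 0.5-fold or less numbered 72, where the paper gives 44. The paper's number leaves out dubious ORFs, Ty elements and genes detected through cross-hybridisation, and the number here is over all probes. The value came near the paper's with the authors' table (52), marked-empty spots missing (59), the sampling point as a block (64), and without V5 sample 3 (66), V5 sample 4 (59) or V5.TM6*P sample 5 (66). It did not with no floor (70), the array median first (71), quantile normalization (70), normexp (5), the dim gene filter (72), the variance trend (69), 24 arrays (70), the glucose covariate (71), the 2 lowest points left out (78) or any other sample left out (67 to 78). With the 3 arrays of the other print lot left out, chosen after seeing the values, it was 61, and 117 of the paper's genes called here were dropped.

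Genes with a V5 slope numbered 1, where the paper gives 20. Every alternative set before the data were examined differs as well, from 0 to 151, with 10 the nearest (marked-empty spots missing).

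For FBP1 the fold was 8.16 and the paper's is 5.3, with values near it without a floor (6.31), with the array median first (5.64) and with the authors' table (5.33), but not with quantile normalization (8.47), normexp (1.29) or 24 arrays (8.16). A floor of 1, chosen after seeing the values, gave 5.99 and dropped 6 of the paper's genes called here. The folds of ATO2 (8.40), HXT13 (8.54) and HXT15 (5.56) were also more than 1.5 times the factors in the paper's tables. PDC5 had 0.124, the paper's 0.2, with values near it with normexp (0.276) and the authors' table (0.172), but not without a floor, with the array median first, with quantile normalization or with 24 arrays. The paper gives this factor to 1 digit, and neither 0.124 nor the 0.172 of the authors' table is more than 1.5 times the other. For STL1 the fold was 46.0 and the paper's 21.7, with values near it without a floor (30.8), with the array median first (31.9) and with the authors' table (21.7), but not with quantile normalization (47.3), normexp (3.91) or 24 arrays (46.0). Without the 2 lowest points STL1 had 72.9, where the paper gives 27.5, with values near it without a floor (39.9) and with the authors' table (27.6) but with none of the others, the array median first giving 42.1.

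The paper's 0.5 for CAT8 is from its computation without the 2 lowest glucose points. That comparison gave 0.921 here, and only the authors' table (0.483) came near the paper's. No floor (0.922), the array median first (0.997), quantile normalization (0.974), normexp (1.00) and 24 arrays (0.921) did not. MIG2 had 1.75 and the paper 0.5, with values near it with the authors' table (0.501) only. YOR019W had 0.853 and the paper 2.1, with values near it with the authors' table (2.15) only. Because genes were named by matching the authors' table to the paper's factors, that table is near the paper for these 3 genes by construction.

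The factors changed by 16.3% on average without the 2 lowest points, where the paper gives 9.3%. No alternative came near it on the scale of factors, with 5.53% under normexp and 14.1% with the authors' table. Taken on the log2 scale the value is 7.31%, which is near the paper's. The paper's text does not define its percentage, so this difference depends on the scale chosen. Of the 17 most changed genes 8 have a Mig1 site, and the paper gives 14, with values near it with the array median first (10) and with the authors' table (11) but not with no floor, quantile normalization, normexp or 24 arrays (8 each). With the induced genes only, chosen after seeing the values, it was 12, and 42 of the paper's genes were dropped.

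In direction, 195 of the 202 named genes of Additional file 2 changed as the paper lists, which the naming by the paper's factors largely fixed in advance. The 7 others, among them MIG2 and YOR019W, were not called here. Of 12 TCA cycle genes, the paper puts those other than CIT1, KGD1 and KGD2 above a fold that 6 of 9 passed here (ACO1 3.30, IDH1 3.19 and LSC2 2.90 did not). Additional file 2 lists these 3 below that fold as well. CIT2 at 1.99 lies below and KGD2 at 3.70 above the range the paper gives for them. Of 29 respiratory chain genes other than NDI1, 20 lay in the paper's range, and of all 30, 26. PDC5 and PDC1 are the paper's most repressed genes; here PDC5 is, but HXT4 (0.221) and unnamed probes lie before PDC1 (0.225). ICL1, PYK2, HXT16 and MIG3 had the paper's direction but were not called. ICL1 was called with the authors' table, PYK2 with the array median first, normexp, the authors' table, marked-empty spots missing, the variance trend, 24 arrays and without V5.TM6*P sample 6, and MIG3 with the array median first, the authors' table and marked-empty spots missing. HXT16 was called without a floor, with the array median first, normexp, the authors' table, marked-empty spots missing and the variance trend, and without V5 sample 5 or V5.TM6*P sample 3. A floor of 1, chosen after seeing the values, called HXT16 and MIG3 as well, and dropped those 6 genes. YER188W, which Additional file 2 lists as lower, had a fold of 2.82 and was not called, and with the authors' table it was called lower (log2 fold change -1.51).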

Other observations

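The tests of print plates, print lot, normalization and brightness for chromosome X, the test against orders of glucose and the comparison of overlapping ORFs with either strand were chosen only after the result was seen; the medians per chromosome were planned.

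Genes on chromosome X had a median log2 fold change of -0.26 (381 ORFs), against -0.05 for all genes, below 10000 random sets of ORFs (adjusted p = 0.0032, with the smallest p such sets can give, 0.0002). With the authors' table the median was -0.21, and the difference from the other chromosomes was below 0 in all 27 alternatives, -0.22 here and -0.04 with normexp. Chromosomes 1 (0.09, adjusted p = 0.035) and 16 (0.03, adjusted p = 0.022) also passed. With the authors' table these did not (adjusted p = 0.73 and 0.07), and chromosome 11 did (0.04, adjusted p = 0.0096). Of the X genes 69.8% were lower, against 53.9% elsewhere, and 65 of 81 called genes on X were lower, against 268 of 679 elsewhere (Fisher's exact test, p = 1.88e-12). In Additional files 2 and 3, 77.1% of the genes on X are listed as lower, against 39.3% elsewhere (74 of 96 and 324 of 824, p = 1.34e-12).

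The tables argue against several technical sources. Against the neighbouring chromosome on the same print plates the difference was -0.314, without the other print lot -0.211, after quantile normalization -0.224 and among brighter genes -0.304, and the 2 arrays of a V5 sample differed by at most 0.0806. The rise on chromosome X was in V5 samples 2, 3 and 5 (0.31, 0.33 and 0.37) and less in samples 1, 4 and 6 (0.03, 0.08 and 0.07), and V5.TM6*P lay between -0.07 and 0.02. The samples highest in the first part of X were higher by 0.287 in its second part, where the other chromosomes gave -0.0621 to 0.065. A candidate explanation is more copies of chromosome X in part of the V5 cells, such as those of 1 fermentation. The parting of V5 samples seen in X ranked 1 of 10 by its share of the variance of the other chromosomes, which cannot be told apart from chance, since 10 partings cannot go under 0.1.

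In V5, genes higher in V5.TM6*P tended to rise as glucose fell. The slope in V5 and the strain fold change correlated at -0.127 across 6330 genes, the most extreme of 720 orders of the glucose values (exact p = 0.00139), and at -0.00596 in V5.TM6*P. Genes are not independent replicates. Of the 175 genes up at least 2-fold, 75.4% moved toward V5.TM6*P in V5 as glucose fell, against 44.6% in V5.TM6*P. No single V5 sample made the correlation (-0.0781 at the weakest). With the background of the arrays as a second term of the lines it was -0.117, and with their brightness -0.0946. Brightness went with glucose over the V5 samples (correlation 0.781), and slopes on brightness alone correlated with the fold change at -0.102. With so few samples, brightness cannot be told apart from glucose as a source. Relief of glucose repression in V5 is a candidate explanation, and drift with the order of sampling, which falls with glucose, was not tested.

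For 19 dubious ORFs that overlap another gene, the log2 fold changes of the pair correlated at 0.879 (10000 random pairings, one-sided p = 0.0001, the smallest they can give), and 17 of the 19 pairs had the same direction. The pairs were taken from the descriptions in the additional files. The probes are PCR products with both strands, so they may take up transcript of either strand, which these pairs fit.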
